# IRF4 in Skeletal Muscle Regulates Exercise Capacity via PTG/Glycogen Pathway

**DOI:** 10.1002/advs.202001502

**Published:** 2020-08-01

**Authors:** Xiaopeng Zhu, Ting Yao, Ru Wang, Shanshan Guo, Xin Wang, Zhenqi Zhou, Yan Zhang, Xiaozhen Zhuo, Ruitao Wang, John Zhong Li, Tiemin Liu, Xingxing Kong

**Keywords:** exercise capacity, glycogen, IRF4, PTG, skeletal muscle

## Abstract

Exercise‐induced fatigue and exhaustion are interesting areas for many researchers. Muscle glycogen is critical for physical performance. However, how glycogen metabolism is manipulated during exercise is not very clear. The aim here is to assess the impact of interferon regulatory factor 4 (IRF4) on skeletal muscle glycogen and subsequent regulation of exercise capacity. Skeletal muscle‐specific IRF4 knockout mice show normal body weight and insulin sensitivity, but better exercise capacity and increased glycogen content with unaltered triglyceride levels compared to control mice on chow diet. In contrast, mice overexpression of IRF4 displays decreased exercise capacity and lower glycogen content. Mechanistically, IRF4 regulates glycogen‐associated regulatory subunit protein targeting to glycogen (PTG) to manipulate glucose metabolism in skeletal muscle. Knockdown of PTG can reverse the effects imposed by the absence of IRF4 in vivo. These studies reveal a regulatory pathway including IRF4/PTG/glycogen synthesis on controlling exercise capacity.

## 1 Introduction

Muscle glycogen synthesis comprises a principal pathway of glucose storage. Impairment of muscle glucose uptake and glycogen synthesis are major contributors to insulin resistance and type 2 diabetes mellitus (T2DM).^[^ ^1^ ^]^ Results also suggest that muscle glycogen availability can affect performance during both short‐term and more prolonged high‐intensity intermittent exercise.^[^ ^2^ ^]^ One of the first studies using the needle biopsy technique to obtain samples of human skeletal muscle showed a marked muscle glycogen depletion after prolonged (≈2 h) cycling exercise, and the time until exhaustion was correlated to the pre‐exercise glycogen concentration.^[^ ^3^ ^]^ Since then, many studies have confirmed that exercise capacity is severely compromised when muscle glycogen content is depleted to very low levels.^[^ ^4^, ^5^ ^]^ However, the exact mechanism(s) by which causes glycogen depletion remains uncertain.

Glycogen synthesis depends on the activity of glycogen synthase (GS) and protein phosphatase 1 (PP1). For glycogen synthesis to occur, GS and PP1 must localize to glycogen particles, which occurs through glycogen‐associated regulatory subunits (PP1 G‐subunits). PP1 G‐subunits constitute a family of proteins including PPP1R3A, PPP1R3B, PPP1R3C, PPP1R3D, and PPP1R3E. G‐subunits display tissue‐ and species‐specific expression. In rodent skeletal muscle, several members of the G‐subunits gene family are expressed; the muscle‐specific PPP1R3A and PPP1R3C (encoding protein named protein targeting to glycogen (PTG)), which are expressed mostly in muscle and liver; and the relatively wide spread isoform PPP1R3D. PPP1R3B^[^ ^6^ ^]^ and PPP1R3E^[^ ^7^ ^]^ genes are not significantly expressed in rodent. Among them, PTG plays a crucial role in controlling glycogen synthesis,^[^ ^8^, ^9^, ^10^ ^]^ and its overexpression dramatically increases glycogen content because of a redistribution of PP1 and GS to glycogen particles.^[^ ^8^, ^9^, ^11^, ^12^ ^]^ However, the upstream of PTG is rarely investigated.

Rosen and his co‐workers identified IRF4 as an antiadipogenic transcription factor following a screen based on epigenomic changes during differentiation.^[^ ^13^ ^]^ Our previous work suggested that IRF4 serves as a key molecular node in virtually all of the metabolic actions of adipose tissue. Specifically, we have addressed that IRF4 regulates lipolysis and lipogenesis in white and brown adipocytes, thermogenesis in brown adipocytes, and M2 polarization in adipose‐resident macrophages.^[^ ^14^, ^15^ ^]^ IRF4 is regulated transcriptionally by nutritional state and cold exposure, and directly interacts with co‐factors such as PGC‐1*α* in brown fat. PGC‐1*α* can regulate metabolic genes in skeletal muscle and contributes to the response of muscle to exercise. Recently, there are some studies showing a link between exercise and thermogenesis. In terms of this, we propose to delve more deeply into the mechanisms by which IRF4 exerts its metabolic actions in skeletal muscle.

To investigate the role of IRF4 in skeletal muscle tissue, we generated mouse lines in which loss‐ or gain‐of‐function of IRF4 was induced in a skeletal muscle‐specific manner. Here, we described that muscle‐specific IRF4 deletion (muscle‐specific IRF4 knockout (MI4KO)) increased glycogen content in skeletal muscle prior to exercise when compared to wild‐type (WT) mice on chow diet. Conversely, mice that overexpressed IRF4 transgenically in skeletal muscle displayed decreased exercise capacity. Most importantly, within the skeletal muscle, loss of IRF4 caused upregulation of PTG expression and, subsequently, increased GS protein level. Finally, knockdown of PTG can block the effects imposed by the absence of IRF4, further showing the role of IRF4 in regulating PTG expression. Collectively, these studies indicate that IRF4 is a coordinator of glycogen synthesis via regulation of PTG.

## 2 Results

### 2.1 IRF4 Expression Is Regulated by Exercise in Skeletal Muscle

We first addressed whether skeletal muscle IRF4 expression was regulated by exercise. Indeed, Irf4 expression was upregulated after exercise in skeletal muscle of trained mice (**Figure** **1**a). IRF4 expression was also measured in skeletal muscle from mice with acute exercise compared to sedentary mice. Its expression was increased even after one bout exercise (Figure 1b). It is interesting that the expression of IRF4 was also increased in adipose tissue and heart after exercise (Figure S1a,b, Supporting Information), indicating that the increased expression of IRF4 after exercise is a systemic effect.

**Figure 1:**
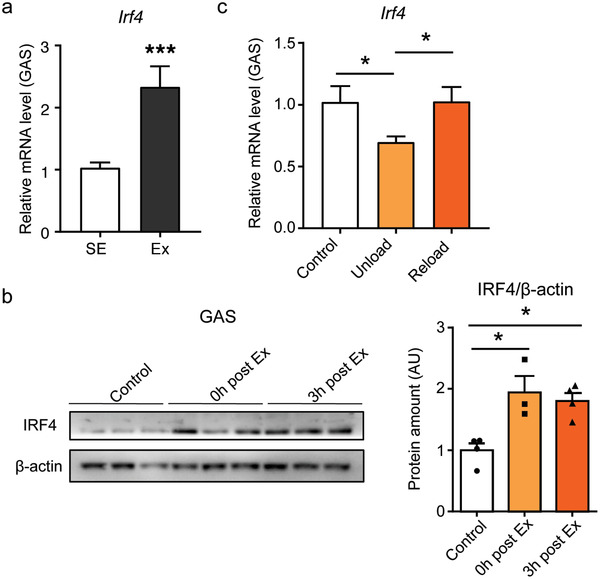
The association of IRF4 in skeletal muscle with exercise. a) qPCR analysis of Irf4 expression in skeletal muscle of mice in sedentary and exercise groups (*n* = 7, ***p < 0.001). Male C57BL/6J wid‐type (WT) mice were individually housed in cages with access to a running wheel (free wheel‐running) for 30 days and sacrificed after 1 h treadmill exercise. b) Western blot analysis of the expression of IRF4 in skeletal muscle of WT mice in sedentary, 0 h after exercise, and 3 h after exercise group. Protein amount was quantified using ImageJ (*n* = 3–4, *p < 0.05). c) qPCR analysis of Irf4 expression in skeletal muscle of WT mice in control (nonsuspension), unload (suspension for 7 days), and reload (7 days reload after 7 days suspension) (*n* = 4, *p < 0.05). All results are expressed as means ± SEM.

In addition, hindlimb suspension (HLS) of rodents by the tail is a well‐established approach to create a ground‐based model of microgravity and musculoskeletal disuse that mimics many of the physiological changes associated with space flight, prolonged bed rest, as well as with extremely nonexercising.^[^ ^16^, ^17^ ^]^ WT mice were randomly separated into three groups (control/ nonsuspension, unload/ 1 week suspension, reload/reloaded for 7 days after 7 days HLS). In comparison to the controls, the weight of gastrocnemius (GAS) and soleus (SOL) muscle were significantly decreased in unload group and recovered in reload group (Figure S1c,d, Supporting Information). Irf4 messenger ribonucleic acid (mRNA) level was decreased in skeletal muscle from HLS mice and was back to normal after 7 days reload (Figure 1c; Figure S1e, Supporting Information). These data suggest that IRF4 in the skeletal muscle is correlated with physical activity.

### 2.2 Mice Loss of IRF4 in Skeletal Muscle Shows Normal Body Weight and Insulin Sensitivity on Chow Diet

We next developed a system by crossing myosin light polypeptide 1 (Myl1)‐cre,^[^ ^18^ ^]^ which is skeletal‐muscle selective, with IRF4 flox mice (Figure S2a, Supporting Information) to target the IRF4 gene and generate skeletal muscle‐specific‐null alleles. The resulting Irf4^flox/flox^;Cre+ animals had remarkably little IRF4 protein left in the skeletal muscle while other tissues, such as fat, heart, and spleen, showed no change (**Figure** **2**a,b). Since muscle tissue contains endothelial cells, Schwann cells associated with axons, satellite cells, adipocytes, and fibroblasts, in addition to skeletal muscle fibers, not all nuclei in skeletal muscle tissue are contained within muscle cells. Indeed, histological studies indicate that ≈45% of the nuclei within skeletal muscle tissue are contained within muscle fibers.^[^ ^19^ ^]^ Therefore, we reasoned that selective and efficient deletion of floxed Irf4 sequences in nuclei from skeletal muscle depot would result in ≈50% deletion of floxed Irf4 sequences in RNA isolated from skeletal muscle tissue (Figure S2b, Supporting Information).

**Figure 2:**
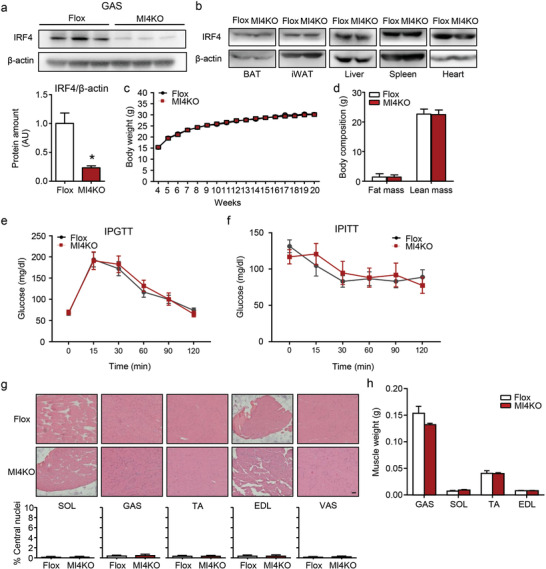
Loss of IRF4 in skeletal muscle shows normal systemic metabolism. a,b) Western blot analysis of the expression of IRF4 in tissues of MI4KO and flox mice. Protein amount was quantified using ImageJ (*n* = 3, *p < 0.05). c) The body weight of male MI4KO and flox mice on chow diet (*n* = 8−10, *p < 0.05). d) The body composition of male MI4KO and flox mice on the age of 20 weeks (*n* = 8−10). e,f) The glucose tolerance test and insulin tolerance test in male MI4KO and flox mice on chow diet at the age of 9 and 10 weeks, respectively (*n* = 8). g) H&E staining of SOL, GAS, TA, EDL, and VAS of male MI4KO and flox mice (scale bars, 50 µm). The percentage of central nuclei was measured by manual counting (*n* = 3). h) The muscle weight of MI4KO and flox mice (*n* = 5). All results are expressed as means ± SEM. SOL, soleus; GAS, gastrocnemius; TA, tibialis anterior; EDL, extensor digitorum longus; VAS, vastus.

Metabolic phenotypes of MI4KO mice were first calculated. On a regular chow diet, both male and female MI4KO mice displayed no body weight or body composition difference with the control littermates (Figure 2c,d; Figure S2c, Supporting Information). Skeletal muscle is a major tissue involved in glucose metabolism. We then performed the insulin tolerance test and glucose tolerance test (ITT and GTT). These mice have normal GTT and ITT relative to control mice on chow diet in both genders (Figure 2e,f; Figure S2d,e, Supporting Information). We also examined skeletal muscle by microscopy to see whether the absence of IRF4 had any gross morphological consequences. Examination of skeletal muscle sections from the MI4KO mice by hematoxylin and eosin (H&E) staining did not reveal any abnormalities as compared with flox littermates (Figure 2g). There were no significant differences in muscle weights between MI4KO and flox mice (Figure 2h).

### 2.3 Mice Lacking IRF4 in Skeletal Muscle Have Increased Exercise Capacity

To test whether IRF4 knockout would affect exercise capacity, we subjected MI4KO and control mice to a high‐intensity treadmill regimen (Figure S3a, Supporting Information). Surprisingly, MI4KO male mice demonstrated increased exercise capacity compared to control mice (**Figure** **3**a,b). Grip strength, however, was unaffected (Figure S3b, Supporting Information). Different muscle fiber types were reported to contribute to exercise capacity.^[^ ^20^, ^21^, ^22^ ^]^ However, that was not the case in our study, as the skeletal muscle displayed a normal distribution of Type I and Type II fibers (Figure 3c). And there were no differences in muscle‐fiber‐type genes (Figure S3c, Supporting Information). We next measured blood glucose levels before and after running to confirm that all mice ran to their limit of fatigue and to test whether differences in blood glucose levels might have affected exercise capacity. Blood glucose levels declined with exercise in both groups, with no significant difference in pre‐ or postexercise levels between the groups (Figure 3d,e). Lactate formation causes acidosis, and muscular fatigue^[^ ^23^, ^24^ ^]^ is present in the periodic literature and in biochemistry, physiology, and exercise physiology textbooks. Recent studies highlight lactate as a biomarker of fatigue rather than as a direct cause.^[^ ^25^, ^26^, ^27^ ^]^ Serum lactate levels were absolutely elevated in both groups after exercise but no significant differences between two groups (Figure 3f,g). Since glycogen depletion can contribute to exercise fatigue (“glycogen shunt” hypothesis),^[^ ^28^ ^]^ we assessed baseline glycogen levels in muscles of both groups and found that MI4KO mice had more glycogen content in skeletal muscle than flox mice before exercise (Figure 3h; Figure S3d,e, Supporting Information). However, the glycogen content in muscle of MI4KO and flox mice was not significantly different after exhausting exercise (Figure 3i), indicating that the increased exercise capacity of MI4KO mice is resulted from increased glycogen content before exercise. The skeletal muscle triglyceride content did not show any differences between the two groups (Figure 3j; Figure S3f, Supporting Information).

**Figure 3:**
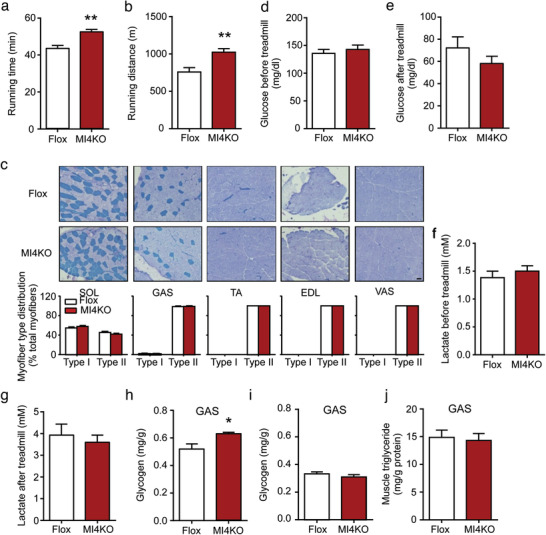
Ablation of IRF4 in skeletal muscle increases the exercise capacity. a,b) The running time and distance of male MI4KO and flox mice (*n* = 10–11, **p < 0.01). c) ATPase staining of SOL, GAS, TA, EDL, and VAS of male MI4KO and flox mice (scale bars, 50 µm). Myofiber type distribution was quantified by manual counting (*n* = 3). d,e) The glucose level of male MI4KO and flox mice before and after running exhaustion (*n* = 10–11). f,g) The lactate level of male MI4KO and flox mice before and after running exhaustion (*n* = 7). h) The glycogen level of GAS in male MI4KO and flox mice before exercise (*n* = 6, *p < 0.05). i) The glycogen level of GAS in male MI4KO and flox mice after exhausting exercise (*n* = 4). j) The muscle triglyceride level in male MI4KO and flox mice (*n* = 6). All results are expressed as means ± SEM.

### 2.4 Targeted Expression of IRF4 Causes Reduced Exercise Capacity

We next tested whether overexpression of IRF4 in skeletal muscle (muscle‐specific IRF4 overexpression (MI4OE)) would yield opposing effects to the knockout. By crossing the Myl1‐cre with Rosa26‐LSL‐IRF4 mice^[^ ^29^ ^]^ (Figure S4a, Supporting Information), skeletal muscle Irf4 mRNA was increased more than 100‐fold, but protein only increased by ≈3–5 fold (**Figure** **4**a; Figure S4b, Supporting Information). No overexpression was seen in other tissues (Figure 4b). MI4OE mice showed no significant difference of body weight and muscle weights on chow diet (Figure 4c,d; Figure S4c, Supporting Information). In addition, we addressed the effect of IRF4 overexpression on glucose homeostasis in skeletal muscle. We found that MI4OE mice had normal glucose and insulin tolerance test relative to control mice (Figure 4e,f; Figure S4d,e, Supporting Information).

**Figure 4:**
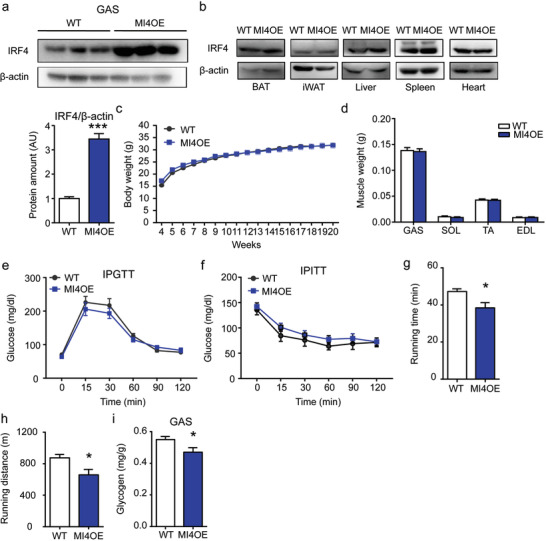
Muscle‐specific IRF4 overexpression mice display reduced exercise capacity. a,b) Western blot analysis of the expression of IRF4 in tissues of MI4OE and WT mice. Protein amount was quantified using ImageJ (*n* = 3, *p < 0.05). c) The body weight of male MI4OE and WT mice on chow diet (*n* = 8–10). d) The muscle weight of MI4OE and WT mice (*n* = 5). e,f) The glucose tolerance test and insulin tolerance test in male MI4OE and WT mice on chow diet at the age of 9 and 10 weeks, respectively (*n* = 8). g,h) The running time and distance of male MI4OE and WT mice (*n* = 8–12, *p < 0.05). i) The glycogen level of GAS in male MI4OE and WT mice (*n* = 8–9, *p < 0.05). All results are expressed as means ± SEM.

We also assessed whether overexpression of IRF4 could affect the running ability in mice. MI4OE mice displayed reduced exercise capacity, with lower glycogen levels in skeletal muscle before running (Figure 4g–i). Grip strength was similar in both groups (Figure S4f, Supporting Information).

### 2.5 IRF4 Regulates Glycogen Synthesis Potentially through PTG in Skeletal Muscle

To further investigate the molecular changes in skeletal muscle induced by IRF4 knockout or overexpression, we performed two independent RNA‐seq assays. One is on SOL muscle from MI4KO and flox mice, and results were normalized to the flox mice; this indicated 447 genes are different corresponding to a |fold‐change| of ≥1.5 and a *p*‐value of <0.05 (**Figure** **5**d; Figure S5a and Table S1, Supporting Information). 

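SOL RNA from 4 MI4KO mice and 4 flox mice, the controls that carry the floxed Irf4 alleles without Cre, was sequenced as 1 stranded poly(A) library per mouse with single reads of 50 bases, and the mice of each group are numbered 1 to 4 here in ascending order of the numbers in their labels. The sample labels record a high-fat diet for these mice, while the paper's text does not name the diet of the sequenced animals. The authors mapped the reads to UCSC transcripts with Bowtie2, estimated expression per gene with RSEM and scaled the libraries by the trimmed mean of M-values (TMM), a method that sets each library's scale so that most genes keep the same level. They deposited 1 TMM-normalized CPM value for each of 24054 genes in each mouse, beside their own fold changes, p-values and FDR. In every mouse, 100% of the non-zero values were whole multiples of a single step, so the number of reads behind each value could be recovered. Reads on genes ranged from 13916450 to 16137925 in flox mice (median 14152789) and from 13417512 to 16384565 in MI4KO mice (median 15094072). At this depth, 3 reads on a gene correspond to values between 0.181 and 0.225. The groups were compared here with limma on log2(value + 1), over the 11865 genes with a value of at least 1 in at least 4 of the 8 mice. Fold changes on this scale understate the change of genes with low values. Irf4, the deleted gene, lies on chromosome 13 of GRCm38 from 30749226 to 30766976, on the plus strand, in the GENCODE M21 annotation, and the deposited table itself gives no coordinates. It was at 1.35 ± 0.451 (SD, n = 4) in flox mice and at 0.715 ± 0.324 (SD, n = 4) in MI4KO mice. The log2 fold change of Irf4 was -0.45 (standard error 0.20, unadjusted p = 0.040 and Benjamini-Hochberg adjusted p = 1.0 by limma), and an exact two-sided permutation test of the 8 values of Irf4 gave p = 0.114. Between 4 and 23 reads per mouse stand behind these Irf4 values, and flox mouse 1, at 0.686, lay inside the range of the MI4KO mice.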

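At an absolute fold change of at least 1.5 and an unadjusted p under 0.05 in limma, 26 of the 11865 genes tested differed between MI4KO and flox SOL, 7 of them higher and 19 lower in MI4KO mice. No gene had an adjusted p under 0.05, and 399 genes had an unadjusted p under 0.05. By chance, 593 of the genes tested would be expected under that limit. The setting that moved the count most, chosen after seeing the data, was edgeR's exact test on the recovered reads with a common dispersion for all genes and no filter, which gave 553 genes. The authors' deposited table holds 447 genes past the same limits, 156 higher and 291 lower, of which 3 have an FDR under 0.05, and 19 of the 26 limma genes are among them. Of the 156 higher genes in the authors' deposited table, 33 had a value of at least 1 in at least 4 mice, as did 40 of the 291 lower genes. The highest value of the 291 lower genes lay in flox mouse 1 for 186 genes, and that of the 156 higher genes lay in MI4KO mouse 3 for 63 genes. Without flox mouse 1, 169 of the 291 lower genes kept a ratio of group means of at least 1.5, and 283 to 289 did without any other single mouse. Without MI4KO mouse 3, 125 of the 156 higher genes kept such a ratio, and 151 to 155 did without any other. Among all genes tested, 246 had MI4KO and flox values that did not overlap, which is 2.07% where chance gives 2.86%. In the authors' deposited table, 51 of the 291 lower and 25 of the 156 higher genes had such separate values. Those genes were called on this same grouping of the mice, so the chance share does not apply to them. Of the 26 genes past the threshold in limma, 8 had such separate values. 2610035D17Rik, the gene with the smallest p among these, fell by 0.65 on the log2 scale (standard error 0.14, adjusted p = 1.0 by limma). Amigo3, Erdr1, Gdf10 and Gm7120 were also lower in every MI4KO mouse than in every flox mouse, with log2 fold changes of -0.66, -1.40, -0.67 and -0.81 (standard errors 0.14, 0.38, 0.19 and 0.29). Erdr1 and the predicted gene Gm7120 are uncertain where the authors' counting could have split reads between similar copies. Poln and Rab30 were higher in every MI4KO mouse, with log2 fold changes of 0.63 and 0.61 (standard error 0.22 for each). With MI4KO mouse 3 left out, these fell to 0.379 and 0.375, under the fold-change limit. The groups barely parted for Poln, with 1.616 in MI4KO mouse 2 against 1.595 in flox mouse 2. From its own test at these limits, the paper states that the genes of Table S1 differ between MI4KO and flox SOL.

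**Figure D1:**
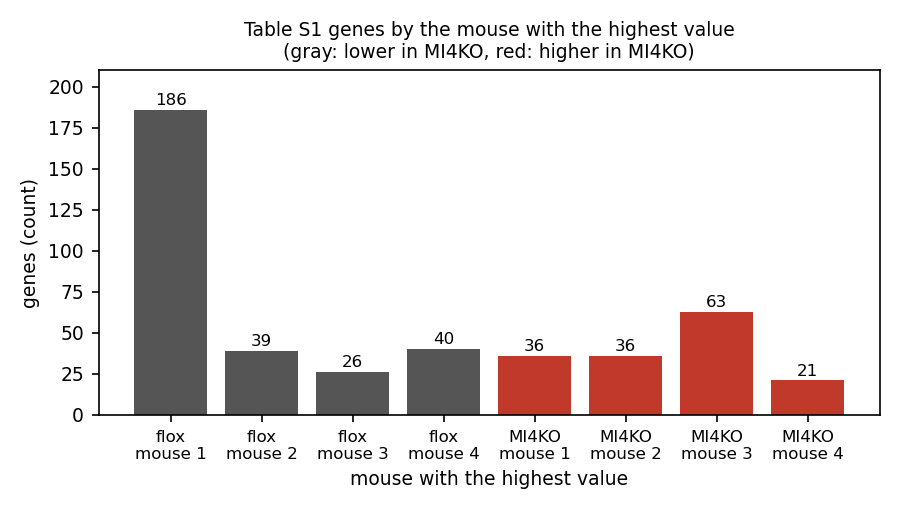
Number of genes of Table S1 (y axis, count) by the mouse that holds the gene's highest value (x axis), in gray for genes lower and in red for genes higher in MI4KO SOL. Flox mouse 1 holds 186 of the 291 lower genes, and MI4KO mouse 3 holds 63 of the 156 higher genes.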

The other is on GAS muscle from MI4KO and MI4OE mice, and results were normalized to the MI4KO mice; this revealed 872 differentially regulated genes corresponding to a |fold‐change| of ≥1.5 and a *p*‐value of <0.05 (Figure 5a,d; Table S2, Supporting Information). Among the differentially regulated genes in GAS, there were 312 upregulated genes and 560 downregulated genes in overexpressed IRF4 muscle compared to IRF4 knockout muscle tissue (Figure 5d). The Ingenuity Pathway Analysis (IPA) of GAS data showed that most significant differentially expressed genes were related to glucose metabolism disorders, and other pathways involved in diseases and functions associated with metabolism (Figure 5c). 

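Table S3 lists 31 genes that the paper called in both muscles, 18 of them higher and 13 lower in SOL of MI4KO mice in Table S1. For GAS only the paper's Table S2 was used, and the GAS samples were not analysed here. In SOL, 23 of the 31 genes reached the filter and 7 passed the threshold in limma. Syt12 was the 1 higher gene among these, and Amigo3, Bcl6b, Cyp2e1, Fmod, Rbp4 and Retnla were the 6 lower genes. MI4KO and flox values did not overlap for 4 of the 31 genes, all of them lower (Amigo3, Cyp2e1, Kif1a and Nnmt). For 16 of the 18 higher genes, the highest value of all 8 mice was that of MI4KO mouse 3. Mt1 was at 190.7 in that mouse and between 17.8 and 26.3 in the others, and Fkbp5 was at 158.6 against 19.4 to 31.2. With MI4KO mouse 3 left out, 4 of the 18 genes kept a ratio of group means of at least 1.5, and with any other single mouse left out 17 or 18 did. Of the 13 lower genes, 5 had their highest value in flox mouse 1, and 9 kept such a ratio with that mouse left out, against 11 to 13 with any other single mouse left out. Of the 26 genes past the threshold in SOL, 9 are in the paper's Table S2, where draws of tested SOL genes matched on mean expression held 2.12 on average and 3 of 10000 draws held as many. Of the 9 genes, 7 are those of Table S3. Of the 35 splits of the 8 mice into 4 and 4, 19 gave at least 9 such genes. An overlap of this size was thus found with other groupings of the mice as well. The splits gave between 12 and 61 genes past the threshold, and the overlap was not scaled to that number. Of the authors' 447 genes, 31 are in Table S2, where matched draws held 9.63 on average and 0 of 10000 held as many. That larger overlap was not run over the splits.

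**Figure D2:**
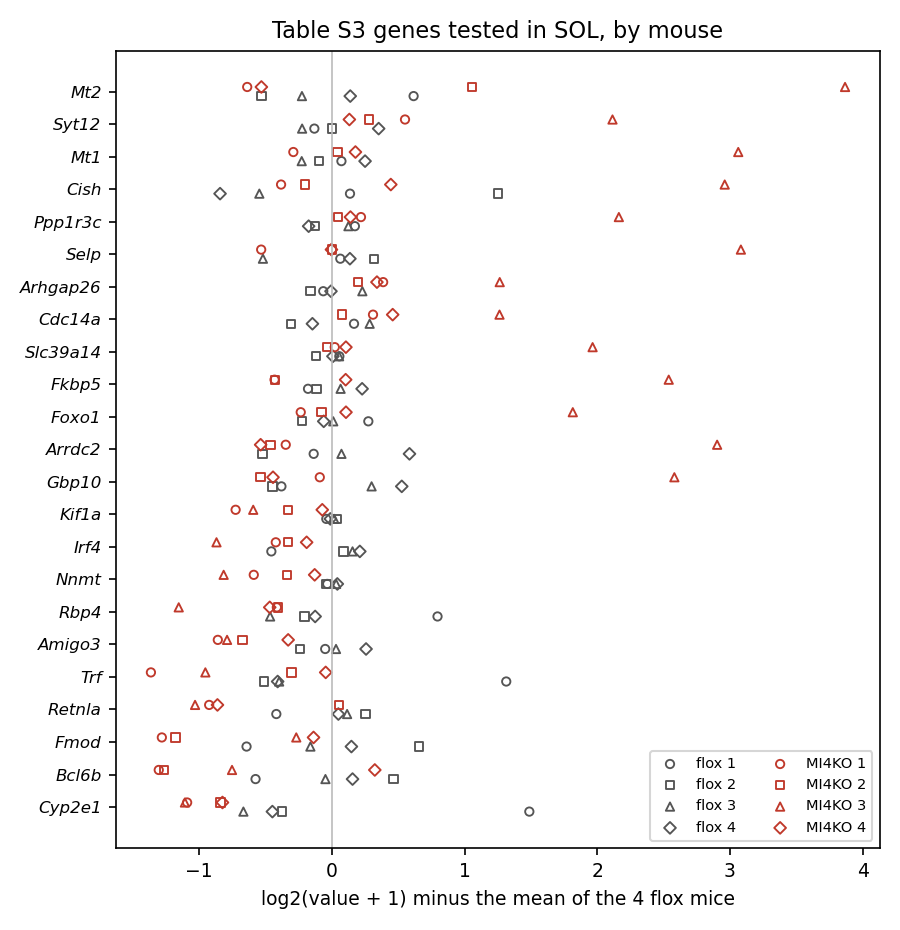
The 23 genes of Table S3 tested in SOL (y axis) and, for each mouse, log2(value + 1) minus the mean of the 4 flox mice (x axis), with gray symbols for flox mice and red symbols for MI4KO mice. The red triangles of MI4KO mouse 3 stand apart to the right for the higher genes, and the gray circles of flox mouse 1 stand to the right for Cyp2e1, Trf and Rbp4.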

Interestingly, when compared changed genes in both SOL and GAS analyses, 31 genes were overlapped (Table S3, Supporting Information). 

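Ppp1r3c, which encodes PTG, lies on chromosome 19 of GRCm38 from 36731731 to 36736653 on the minus strand in GENCODE M21. Its value in SOL was 252.5 ± 30.7 (SD, n = 4) in flox mice and 489 ± 426 (SD, n = 4) in MI4KO mice, with at least 3053 reads in every mouse. The flox mice were at 283, 230.2, 274 and 222. MI4KO mice 1, 2 and 4 were at 293, 259.8 and 277, and MI4KO mouse 3 was at 1128. The log2 fold change of Ppp1r3c was 0.64 (standard error 0.36, unadjusted p = 0.1005 and adjusted p = 1.0 by limma), and the exact two-sided permutation test gave p = 0.171, so the difference did not exceed the spread between mice. Without MI4KO mouse 3 the log2 fold change of Ppp1r3c was 0.14 (adjusted p = 0.978 by limma), and the ratio of group means went from 1.94 to 1.095. edgeR's quasi-likelihood test had been named in advance for counts, and its use on the recovered reads was chosen after seeing the data. It gave Ppp1r3c a log2 fold change of 0.94 with an unadjusted p of 0.0354. The authors' deposited table gives it a fold change of 1.93 with a p of 0.00566 and an FDR of 1.0.

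**Figure D3:**
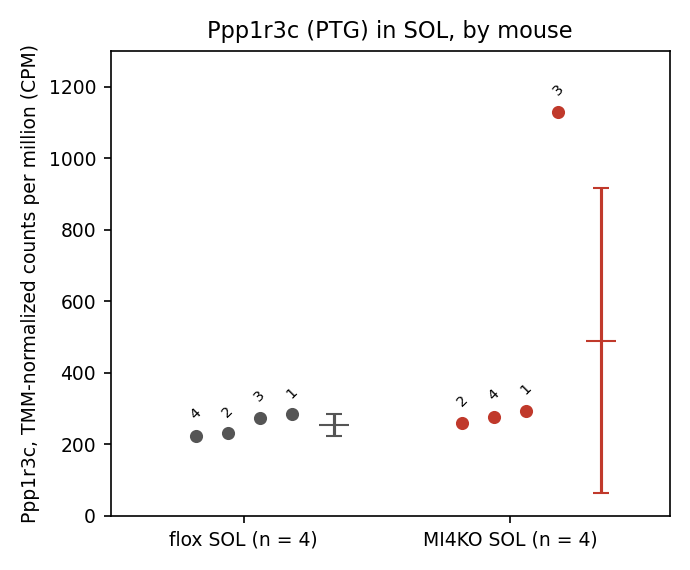
Ppp1r3c in SOL in TMM-normalized CPM (y axis) for the 4 flox and the 4 MI4KO mice (x axis), with the mouse number above each point and the group mean ± SD beside the points. MI4KO mouse 3 sits at 1128, and the other 3 MI4KO mice sit between 259.8 and 293, beside flox mice between 222 and 283.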

Ppp1r3c (PTG) is not only on the top ten overlapped altered genes list, but also is the only gene related to glycogen synthesis (Figure 5b,d,e; Figure S5b, Supporting Information). PTG is known to bring PP1 and GS into close proximity for the regulation of glycogen synthesis (Figure S5c, Supporting Information). The other muscle‐specific glycogen‐targeting subunit, Ppp1r3a, and glycogen metabolism related genes were not altered in the two groups (Figure 5b; Figure S5b,d, Supporting Information). 

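In SOL, Ppp1r3a was at 119.6 ± 17.9 (SD, n = 4) in flox mice and 123.8 ± 14.2 (SD, n = 4) in MI4KO mice, a log2 fold change of 0.05 (standard error 0.11, adjusted p = 1.0 by limma). The genes labeled in the volcano plot of Figure S5b also changed little. Their log2 fold changes were -0.03 for Gys1, 0.01 for Pygm, -0.01 for Gaa, 0.12 for Pgm1 and 0.03 for Pgm2. Each was smaller than its standard error (0.09, 0.13, 0.09, 0.16 and 0.10). The signs of Gys1, Pygm, Gaa, Pgm2 and Ppp1r3a changed with the mouse left out or the scaling. A list of 32 genes of glycogen metabolism without Ppp1r3c was averaged on the log2 scale over the 30 genes with a mean value of at least 1. Its mean was 6.39 ± 0.042 (SD, n = 4) in flox mice and 6.40 ± 0.053 (SD, n = 4) in MI4KO mice, with p = 0.686 in an exact two-sided permutation test. None of the 30 genes had an unadjusted p under 0.05, and their log2 fold changes ran from -0.20 for Ppp1r3e to 0.15 for Phka1.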

The Ptg mRNA was nearly 2‐fold increased (Figure 5f) and protein level was about 3‐fold higher in muscle of MI4KO mice compared to flox mice (Figure 5g). Conversely, Ptg mRNA and protein levels were reduced when IRF4 was overexpressed in skeletal muscle (Figure 5h,i). PTG is a critical regulator of PP1, a phosphatase of glycogen synthase. Therefore, we further explored the phosphorylation of GS in the mice. MI4KO mice had a trend toward lower phosphorylation of GS in GAS compared to flox mice (Figure 5j). MI4OE mice had a higher phosphorylation of GS in GAS compared to control mice (Figure 5k) prior to running. Besides these, we found that the total level of GS was changed, increased in skeletal muscle with IRF4 ablation, and decreased in muscle with IRF4 overexpression. These results are consistent with the notion that PTG promotes the dephosphorylation of GS and increases the activity of GS.^[^ ^30^, ^31^, ^32^, ^33^, ^34^ ^]^

**Figure 5:**
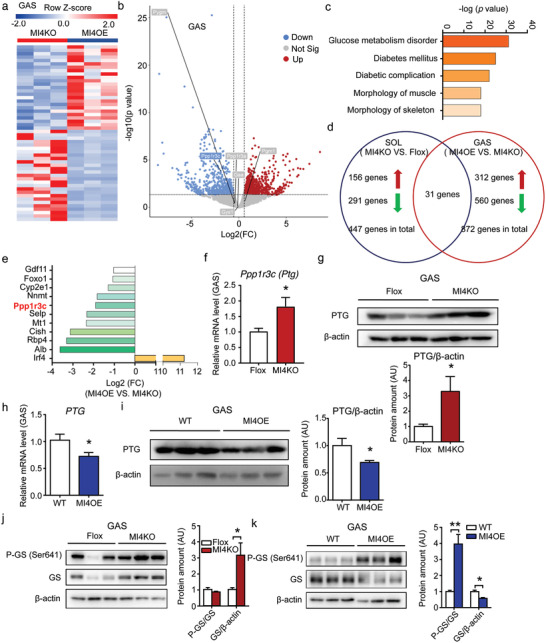
RNA‐seq of skeletal muscle from MI4KO and MI4OE mice. a) Heat map of differentially expressed genes in GAS of MI4KO and MI4OE mice (*n* = 3). b) Volcano plot of differentially expressed genes in GAS of MI4KO and MI4OE mice (Down: *p* < 0.05 and log FC <−0.58; Up: *p* < 0.05 and log FC > 0.58). Genes that relative to glycogen metabolism were labeled. c) The Ingenuity Pathway Analysis (IPA) of RNA‐seq on GAS. d) The comparison of genes that changed in the RNA‐seq of SOL or GAS (Down: *p* < 0.05 and log FC <−0.58; Up: *p* < 0.05 and log FC > 0.58). e) Top ten genes changed in both SOL and GAS. f) qPCR analysis of Ppp1r3c (Ptg) expression in skeletal muscle of MI4KO and flox mice (*n* = 4, *p < 0.05). g) Western blot analysis of the expression of PTG in skeletal muscle of MI4KO and flox mice. Protein amount was quantified using ImageJ (*n* = 6, *p < 0.05). h) qPCR analysis of Ptg expression in skeletal muscle of MI4OE and WT mice (*n* = 6, *p < 0.05). i) Western blot analysis of the expression of PTG in skeletal muscle of MI4OE and WT mice. Protein amount was quantified using ImageJ (*n* = 6, *p < 0.05). j) Western blot analysis of the expression of phospho‐glycogen synthase (P‐GS [Ser641]) and total GS in GAS of MI4KO and flox mice. Protein amount was quantified using ImageJ (*n* = 3, *p < 0.05). k) Western blot analysis of the expression of P‐GS (Ser641) and GS in GAS of MI4OE and WT mice. Protein amount was quantified using ImageJ (*n* = 3, *p < 0.05, **p < 0.01). All results are expressed as means ± SEM.

Muscle glycogen concentration was reported to be significantly higher in the freely hanging limbs from head‐down suspension rats.^[^ ^35^ ^]^ In this study, we found downregulation of Irf4 (Figure 1c) and upregulation of Ptg expression in hanging limbs (Figure S5e, Supporting Information), which may contribute to the increased glycogen content. Concomitant with this, PTG was decreased after acute exercise (Figure S5f,g, Supporting Information), while IRF4 expression was increased (Figure 1b) and glycogen was decreased. Taken together in the context of IRF4 ablation, these results provide evidence that regulation of PTG expression may be directly responsible for the increased glycogen levels observed in our studies.

### 2.6 PTG Is Required for the Glycogen Induction in IRF4‐Depleted Muscle

IRF4 has defined roles in transcriptional regulation and binds to interferon‐stimulated response elements (ISRE). Next, we searched ISRE on the promoter of PTG. However, there was no ISRE on PTG promoter, suggesting that IRF4 may indirectly regulate PTG expression. Mammalian target of rapamycin (mTOR)/sterol regulatory element‐binding protein 1 (SREBP1) signaling pathway was reported to regulate PTG expression.^[^ ^10^ ^]^ We thus assessed phosphorylation of mTOR and its targeted gene p70S6K. mTOR signaling was induced in IRF4 disrupted muscle (**Figure** **6**a).

**Figure 6:**
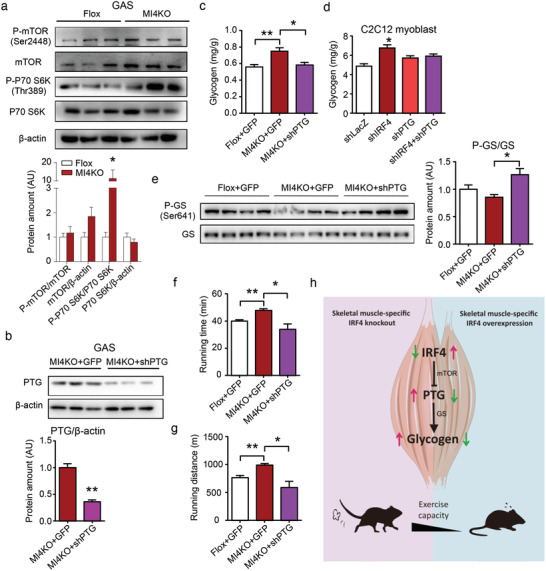
PTG mediates the effect of IRF4 on exercise capacity and glycogen synthesis. a) Western blot analysis of mTOR signaling pathway in GAS of MI4KOmice. Protein amount was quantified using ImageJ (*n* = 3–6, *p < 0.05). b) Western blot analysis of the expression of PTG in skeletal muscle of MI4KO mice with or without AAV–shPTG injection. Protein amount was quantified using ImageJ (*n* = 3, **p < 0.01). c) The glycogen level of GAS in male flox and MI4KO mice with or without AAV–shPTG injection (*n* = 6–7, *p < 0.05 and **p < 0.01). d) The glycogen level of C2C12 myoblast (*n* = 4, *p < 0.05). Cells were transfected with pLKO.1‐shLacZ, pLKO.1‐shIRF4, pLKO.1‐shPTG, or pLKO.1‐shIRF4 with pLKO.1‐shPTG. The cellular glycogen level was measured after 72 h of transfection. e) Western blot analysis of the expression of P‐GS (Ser641) and GS in GAS of flox mice and MKO mice with AAV injection. Protein loading was adjusted to GS total level. Protein amount was quantified using ImageJ (*n* = 4, *p < 0.05). f,g) The running time and distance of male flox and MI4KO mice with or without AAV–shPTG injection (*n* = 6, *p < 0.05 and **p < 0.01). h) A schematic model showing that IRF4 regulates exercise capacity in skeletal muscle. All results are expressed as means ± SEM.

To further test whether PTG mediates the effect of muscle IRF4 loss on glycogen, we carried out a PTG loss‐of‐function approach in vivo. We forced knockdown of PTG directly in the GAS muscle of mice using adeno‐associated viruses (AAV) delivery. Three small hairpin ribonucleic acids (shRNAs) (Table S4, Supporting Information) to target PTG were designed using the BLOCK‐iT RNAi Designer. Ptg expression was 50% knocked down by two of them (Figure S6a, Supporting Information). We thus chose NO.2 to confirm its effect in protein level in cells (Figure S6b, Supporting Information) and then generate AAV. AAV was injected once, and experiments were carried out after 4 weeks recovery. There were no differences in GAS weight between AAV–shPTG and AAV–green fluorescent protein (GFP) injection mice (Figure S6c, Supporting Information). PTG protein was decreased in GAS from AAV–shPTG injected mice compared to that from control mice (Figure 6b). Glycogen content in GAS was back to normal when treated MI4KO mice with AAV–shPTG (Figure 6c). C2C12 cell experiment also showed the same trend of glycogen content (Figure 6d). Additionally, the phosphorylation of GS in GAS of MI4KO mice with AAV‐shPTG was increased compared with MI4KO mice with AAV–GFP (Figure 6e). Even only GAS muscle was injected with AAV–shPTG, it was sufficient to block IRF4 effects on exercise capacity (Figure 6f,g). Our data thus strongly suggest a model in which IRF4 inhibits PTG expression and then regulates glycogen synthesis in skeletal muscle, eventually manipulates exercise capacity (Figure 6h, Work model).

## 3 Discussion

In summary, we have discovered a novel role of IRF4 in skeletal muscle which affects physical activity. IRF4 expression is increased in skeletal muscle of mice (both nontrained and trained) after exercise, whereas in HLS mice it is decreased. Mice lacking IRF4 in the skeletal muscle display a normal metabolic phenotype but induce exercise capacity. Moreover, overexpression of IRF4 shows opposite effects. Metabolically, PTG is required for this effect in skeletal muscle.

For many years, people have been trying to find ways to run for a long time and fast, with very limited improvements. Skeletal muscle glycogen is thought to be critical for exercise capacity.^[^ ^36^ ^]^ Glycogen synthesis and glucose uptake are closely related, since GS and facilitated glucose transporter 4 (GLUT4) are co‐regulated by Akt.^[^ ^37^, ^38^ ^]^ Additionally, adenosine monophosphate‐activated protein kinase (AMPK) activation promotes glucose uptake via facilitated GLUT4 during exercise and increases glycogen synthesis in skeletal muscle.^[^ ^39^, ^40^ ^]^ There are many factors that can alter glucose entry into muscle, including inflammatory/bacterial factors that can impair insulin action and glucose transporter‐mediated uptake of glucose. Klip group investigated that nucleotide oligomerization domain (NOD) proteins contribute to glucose uptake in adipose tissue, liver, and muscle cells.^[^ ^41^, ^42^ ^]^ Schertzer group indicated that IRF4 was responsible for NOD2‐induced insulin sensitizing and anti‐inflammatory effects during obesity and endotoxemia.^[^ ^43^ ^]^ In our study, we did not notice any changes in inflammatory genes changed for IRF4 ablation muscle based on RNA‐seq data. 

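A list fixed in advance held 48 cytokines, chemokines, adhesion molecules, interferon-responsive genes and immune cell markers. In SOL, 24 of them had a mean value of at least 1, and their average on the log2 scale was 2.83 ± 0.078 (SD, n = 4) in flox mice and 2.83 ± 0.201 (SD, n = 4) in MI4KO mice (exact two-sided permutation test, p = 0.971). None of the 24 genes passed the threshold, 2 had an unadjusted p under 0.05, and none had an adjusted p under 0.05 over the list or over all genes tested. Their log2 fold changes in limma ran from -0.49 for Ifit3 to 0.64 for Selp. Selp, which the paper lists in Table S3, was at 15.7 in MI4KO mouse 3 and between 0.363 and 1.46 in the other mice, and Icam1 was at 34.1 in that mouse and between 3.12 and 5.48 in the others.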

We demonstrated an IRF4‐mediated feedback signaling pathway between exercise and exercise‐induced exhaustion. When running, IRF4 was induced and then inhibited PTG‐associated glycogen synthesis, which eventually led to glycogen depletion and causing exhaustion. The glycogen contents in skeletal muscle was higher in MI4KO mice than in flox mice prior to exercise. However, after running until they were exhausted, the levels of glycogen were similar in both models. In addition, GS protein level was higher and phosphorylation level had a trend to be lower in IRF4 ablation muscle. These results suggest that glycogen synthesis and re‐synthesis are critical for IRF4 to suppress exercise capacity. We previously found that brown adipose‐tissue‐specific IRF4 knockout (BATI4KO) mice exhibit decreased exercise capacity. Furthermore, loss of IRF4 in BAT increases myostatin expression, which plays a role in BAT and skeletal muscle crosstalk.^[^ ^44^ ^]^ However, the MI4KO mice showed increased exercise capacity, and there is no altered myostatin expression in IRF4 ablation skeletal muscle compared to control. This suggested that IRF4 regulates exercise capacity in a tissue‐specific manner. 

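Myostatin is encoded by Mstn. In SOL it was at 1.62 ± 0.439 (SD, n = 4) in flox mice and 1.46 ± 0.630 (SD, n = 4) in MI4KO mice, with between 13 and 32 reads per mouse. The log2 fold change of Mstn was -0.11 (standard error 0.20, adjusted p = 1.0 by limma), within the spread between mice. At this number of reads a small difference in Mstn would not be detectable.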

Another study reported a role of IRF4 in the regulation of pathological cardiac hypertrophy, which mediated by cyclic adenosine monophosphate (cAMP) response element‐binding protein (CREB).^[^ ^45^ ^]^ Moreover, CREB/cAMP in skeletal muscle can regulate exercise performance and glycogen content.^[^ ^46^ ^]^ These studies suggested that IRF4 may regulate glycogen through CREB. However, we did not see any CREB‐responsive genes expression altered, or muscle hypertrophy (shown in activation of the CREB study) in MI4KO mice compared to controls. 

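A list of 22 CREB-responsive genes was averaged in SOL over the 19 genes with a mean value of at least 1. The average on the log2 scale was 4.33 ± 0.214 (SD, n = 4) in flox mice and 4.24 ± 0.360 (SD, n = 4) in MI4KO mice (exact two-sided permutation test, p = 0.686). None of the 18 list genes tested in limma had an unadjusted p under 0.05. Egr1 had the lowest log2 fold change of the list, -0.87 (standard error 0.55), with values between 8.82 and 31.0 in flox mice and between 2.97 and 30.2 in MI4KO mice, and Ppargc1a had the highest, 0.38 (standard error 0.32). Creb1 itself had a log2 fold change of -0.02 (standard error 0.10). MI4KO mouse 3 had the highest list average (4.633, against 3.775 to 4.54 in the others). Ppargc1a was highest in that mouse (101.2, against 28.51 to 76.75 in the others), while Egr1 was low in it (4.255).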

Other than that, increased PTG expression and glycogen content in IRF4 deleted skeletal muscle contribute to improved exercise capacity.

Moreover, the expression of IRF4 was upregulated not only in skeletal muscle but also in adipose tissue and heart after exercise, indicating that exercise exerts a systemic effect on IRF4 expression. How does exercise regulate IRF4 expression? One piece of our previous work focused on the role of IRF4 in brown fat and found PGC‐1*α* may regulate IRF4 expression when exposed to cold stress.^[^ ^15^ ^]^ Another work from Rosen group suggested that Foxo1 can mediate insulin signaling on IRF4 expression.^[^ ^13^ ^]^ PGC‐1*α* and Foxo1 are both very important factors to regulate energy homeostasis in metabolic tissues and they are responsive to exercise.^[^ ^47^, ^48^, ^49^, ^50^ ^]^ PGC‐1*α* and Foxo1 could be involved in regulating exercise‐induced IRF4 expression in different tissues. Except for those, endocrine response, stress, or nervous system may be considered as well. Further studies need to be done.

In order to illustrate what kind of gene sets altered in skeletal muscle, we performed two RNA‐seq assays on SOL and GAS, respectively. Both assays showed changes in hundreds of genes, buy only 31 genes out of the 447 in SOL and 872 in GAS overlapped. This may be that SOL and GAS have different proportions of fiber types, which leads to different function and metabolism. SOL is predominantly type I fiber, whereas GAS is a type I and type II fiber mixed muscle.^[^ ^51^ ^]^ Type I fiber is responsible for slow twitch, whereas type II fiber is responsible for fast twitch. Thus, they have significant differences in function and metabolism, hence the reason why only 31 genes overlapped. Among the 31 genes, one of the significantly upregulated genes was PTG, which regulates glucose metabolism. 

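Foxo1 in SOL was at 34.7 ± 5.28 (SD, n = 4) in flox mice and 55.6 ± 45.5 (SD, n = 4) in MI4KO mice. MI4KO mouse 3 was at 123.6 and the other MI4KO mice were between 29.1 and 37.1. The log2 fold change of Foxo1 was 0.40 (standard error 0.34, adjusted p = 1.0 by limma), and without MI4KO mouse 3 it was -0.07. Nnmt was at 1.81 ± 0.084 (SD, n = 4) in flox mice and 1.07 ± 0.424 (SD, n = 4) in MI4KO mice, with between 9 and 28 reads per mouse. It was lower in every MI4KO mouse than in every flox mouse (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow), and its log2 fold change was -0.47 (standard error 0.16, adjusted p = 1.0 by limma).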

Other genes, such as Foxo1 and Nnmt, are involved in energy metabolism as well. However, whether they are responsible for IRF4‐induced activity is not clear yet, and further studies need to be done. IPA analysis indicates that loss of IRF4 in skeletal muscle may contribute to glucose metabolism disorder. However, neither MI4KO nor MI4OE mice showed any body weight or insulin sensitivity differences on normal chow diet. To investigate whether IRF4 in skeletal muscle has a role in regulating systemic energy homeostasis, further experiments need to be done, thus, when using high‐fat diet on mice. Those studies are still ongoing.

PTG, a scaffolding protein that targets protein PP1 to glycogen, is reported to play a critical role in glycogen synthesis.^[^ ^8^, ^10^, ^52^ ^]^ Study showed that heterozygous PTG deletion did not lead to impaired glycogen synthesis and reduced glycogen levels in GAS.^[^ ^52^ ^]^ In our study, we also found that knockdown of PTG in C2C12 myoblast did not significantly change the content of glycogen. However, the glycogen level in GAS of MI4KO mice with AAV–shPTG injection was significantly reduced. The reason of this inconsistency could be that PTG does not affect the basal level of glycogen, whereas it regulates glycogen contents induced by IRF4 ablation in skeletal muscle. Despite lack of studies on PTG's role in skeletal muscle, disruption of striated muscle Ppp1r3a leads to increased body weight and fat deposition, whereas PTG showed compensatory stimulation by insulin in the absence of Ppp1r3a.^[^ ^53^ ^]^ PTG expression is increased in the absence of IRF4 and decreased when IRF4 is overexpressed in skeletal muscle. Knockdown of PTG in vivo can block the effects of IRF4 deletion. As a result, we conclude that PTG is a potential mediator that regulates IRF4's function in glycogen synthesis in skeletal muscle. Then the coming question is how IRF4 regulates PTG expression. As a transcriptional factor, IRF4 can regulate lots of genes in immune (IL‐4,^[^ ^54^ ^]^ Bcl‐6, CD23, and IL‐1*β* ^[^ ^55^ ^]^) and in metabolism (hormone‐sensitive lipase (HSL), adipose triglyceride lipase (ATGL),^[^ ^13^ ^]^ and uncoupling protein 1 (UCP1)^[^ ^15^ ^]^). However, there is no IRF4 binding elements on the PTG promoter. Hypoxia‐inducible factor 1 (HIF1)^[^ ^56^ ^]^ and forkhead protein FOXA2^[^ ^57^ ^]^ were reported to transcriptionally regulate PTG. 

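Hif1a, which encodes the regulated subunit of HIF1, was at 23.2 ± 1.55 (SD, n = 4) in SOL of flox mice and 23.0 ± 1.50 (SD, n = 4) in SOL of MI4KO mice, a log2 fold change of -0.01 (standard error 0.08, adjusted p = 1.0 by limma). Its sign depended on the scaling. Epas1, which encodes the related subunit of HIF2, had a log2 fold change of -0.08 (standard error 0.08).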

We did not see any HIF1 expression differences in skeletal muscle of MI4KO compared to flox mice. 

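In the 8 SOL libraries together, 1 read fell on Foxa2, in flox mouse 1, which also carried liver transcripts. The other 7 mice had none, below the 3 reads taken as the smallest detectable amount.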

Additionally, FOXA2 was rarely expressed in muscle. Conversely, mTOR and SREBP pathways were reported to regulate PTG expression in liver.^[^ ^10^ ^]^ We have reported that IRF4 can regulate mTOR signaling in BAT.^[^ ^15^ ^]^ Here, mTOR pathway was also induced in IRF4‐deleted muscle. We therefore presumed that IRF4 may regulate PTG through mTOR pathway, not directly binding at transcriptional level.

Given numerous benefits of exercise in preventing metabolic diseases, identification of druggable targets that mimic or boost the molecular cascade of endurance training has been a long‐standing, but elusive, medical goal.^[^ ^58^ ^]^ Our study identifies IRF4 as the signaling node that regulates metabolic adaptation to extracellular stimuli; this is supported by our findings that IRF4 levels in skeletal muscle were increased by exercise, and that the genetic IRF4 KO mouse model facilitated a reprogramming of glycogen synthesis. MI4KO mice showed endurance exercise capacity without previous training. Thus, we propose that IRF4 may play an important role in manipulating exercise fatigue.

## 4 Experimental Section

##### Animals

B6.129S1‐Irf4^tm1Rdf^/J mice (IMSR_JAX:0 09380) and Myl1^tm1(cre)Sjb^/J mice (IMSR_JAX:02 4713) were purchased from Jackson Laboratory. Rosa26‐LSL‐IRF4 mice were generated as previously reported.^[^ ^17^ ^]^ Mice were maintained under a 12 h light/12 h dark cycle at constant temperature (23 °C) with free access to food and water. *Irf4* ^flox/flox^ mice were first crossed to Myl1‐Cre mice. The MI4KO mice were obtained by mating F1*Irf4* ^flox/+^;Cre^+^ mice to littermate *Irf4* ^flox/+^;Cre^−^ mice. The MI4OE mice were obtained by crossing Myl1‐Cre mice with Rosa26‐LSL‐Irf4 mice. All animal studies were approved by the Institutional Animal Care and Use Committee of UCLA.

##### Exercise Protocol 1: Long‐Term Training Exercise Followed by an Acute Exercise

8 week male C57BL/6J WT mice were individually housed in cages with free access to a running wheel (free wheel running). Mice were exercised for 30 days and then randomly divided into the sedentary and exercise groups (one‐bout treadmill exercise). For treadmill exercise, mice were acclimated to the treadmill by running for 10 min at 10 m min^−1^ for 2 days prior to experimentation. On the third day, mice run the treadmill at 12 m min^−1^ with 5° incline for 90 min.

##### Exercise Protocol 2: Acute Endurance Treadmill Exercise

8 week male C57BL/6J WT mice were randomly divided into the sedentary, 0 h post exercise, and 3 h post exercise groups.^[^ ^59^ ^]^ Mice in the sedentary group were fasted for 6 h prior to tissue harvest. Mice in the 0 h post exercise and 3 h post exercise groups were fasted for 3 h prior to exercise. Mice were acclimated to the treadmill for 2 days and run the treadmill on the third day as described in the “Exercise Protocol 1: Long‐Term Training Exercise Followed by an Acute Exercise” Section. Mice in the 0 h post exercise group were sacrificed immediately post exercise. Mice in the 3 h post exercise group were sacrificed 3 h post exercise.

##### Exercise Capacity Measurement

Mice at the age of 8 weeks were required an acclimation period of 2 days to the treadmill before the exercise test. For adaptive exercise, the treadmill was set at a 20° incline and began with a 5 min 0 m min^−1^ acclimation period, followed by 10 m min^−1^ for 10 min and 14 m min^−1^ for another 10 min. For exercise test, the treadmill was set at a 10° incline, began at a speed of 10 m min^−1^ for 5 min, and increased by 2 m min^−1^ every 5 min until the mice were exhausted (mice spent more than 5 s on the electric shocker without resuming running).

##### HLS Model

The HLS method was performed as previous described.^[^ ^60^ ^]^ Briefly, 10 week male mice were HLS for 7 days. The reloaded mice were suspension for 7 days and then reloaded for another 7 days. The weight of skeletal muscle was measured after the mice were sacrificed.

##### Body Composition Measurement

The body composition of mice was noninvasively measured using the Minispec mq10 NMR Analyzer (Bruker) according to the manufacturer's instructions.

##### Glucose and Insulin Tolerance Tests

For GTT, mice were fasted overnight before experiment. Glucose (1 g kg^−1^) was administered intraperitoneally (i.p.), and blood glucose levels were measured at 0, 15, 30, 60, and 120 min after injection by using a blood glucose meter (Bayer). For ITT, mice were fasted for 6 h before experiment. Insulin (0.7 U kg^−1^) was administered i.p., and blood glucose was measured at 0, 15, 30, 60, and 120 min after injection.

##### Histology

For H&E staining, skeletal muscles of male mice were harvested and fixed in 10% formalin (Sigma–Aldrich) and embedded in paraffin wax. 5 µm sections were cut and stained with hematoxylin and eosin using a standard protocol. For ATPase staining, skeletal muscles of male mice were harvested and frozen in embedding medium containing a 3:1 mixture of tissue freezing medium and gum tragacanth. ATPase staining was performed as described previously.^[^ ^61^, ^62^ ^]^ Briefly, sections were cut and preincubated for 15 min at pH 4.5 and incubated for 45 min at pH 9.4 for the standard ATPase reaction.

##### Glucose and Lactate Measurement

The blood lactate and glucose of mice were measured before and after treadmill by using a blood glucose meter (Bayer) and a blood lactate meter (Nova Biomedical), respectively.

##### Glycogen Extraction and Measurement

Muscle tissue (10 mg) was rapidly homogenized with 200 µL double distilled water (ddH_2_O) for 10 min on ice. Then, the homogenates were boiled for 10 min to inactivate enzymes. After that, the homogenates were centrifuged at 18 000 rpm for 10 min at 4 °C. The supernatant was collected and measured via using Glycogen Assay Kit II (Abcam) according to the manufacturer's instructions.

##### Triglyceride Extract and Measurement

The lipid of skeletal muscle was extracted by using the chloroform/methanol method as previously described.^[^ ^63^ ^]^ Briefly, skeletal muscle was homogenized in phosphate‐buffered saline (PBS) and then extracted using chloroform/methanol (2:1). After drying, the precipitate was resuspended in ethanol. Total triglyceride level in skeletal muscle was measured by using l‐type Triglyceride Assay Kit (FUJIFILM Wako Diagnostics USA) according to the manufacturer's instructions.

##### Protein Extraction and Western Blot Analysis

Proteins were extracted with radioimmunoprecipitation assay (RIPA) buffer (Boston BioProducts) containing protease and phosphatase inhibitors (Thermo Fisher). Protein concentration was quantified using Rapid Gold BCA Protein Assay Kit (Thermo Fisher) according to the manufacturer's instructions. For western blot analysis, 40 µg of lysate was loaded onto sodium dodecyl sulphate‐polyacrylamide gel electrophoresis (SDS‐PAGE) gels, blotted onto polyvinylidenedifluoride (PVDF) membranes (Millipore), and incubated with antibodies. IRF4 (RRID: AB_2 264 940) and PTG (MBS9413679) rabbit polyclonal antibody were purchased from Proteintech and MyBioSource, respectively. Phospho‐glycogen synthase (Ser641) (94 905), glycogen synthase (RRID:AB_2 279 563), *β*‐Actin mouse (RRID: AB_330 288), phospho‐mTOR (Ser2448) (RRID: AB_330 970), mTOR (RRID: AB_330 978), phospho‐p70 S6 kinase (Thr389) (RRID: AB_2 269 803), and p70 S6 kinase (RRID: AB_390 722) antibodies were purchased from Cell Signaling Technology. Protein amount was measured using ImageJ Java 1.6.0_2.4 software.

##### Analysis of Gene Expression by Quantitative Real‐Time PCR

Total RNA was extracted using the TRIzol method (Thermo Fisher) according to the manufacturer's instructions. A total of 1 µg of RNA was converted into complementary deoxyribonucleic acid (cDNA) using High‐Capacity cDNA Reverse Transcription Kit (Thermo Fisher) according to the manufacturer's instructions. Quantitative real‐time PCR (qPCR) was performed with a QuantStudio 6 Flex Real‐Time PCR System (Thermo Fisher) using SYBR Green PCR Master Mix (Life Technologies) according to the manufacturer's instructions. The relative abundance of mRNAs was standardized with Tbp mRNA as the invariant control. Table S4 (Supporting Information) lists the sequence of the primers used in this study.

##### Plasmids’ Construction

The pENTR/U6‐shPTG encoding three different shRNAs targeting mouse PTG was constructed by inserting small hairpin RNA sequence into the pENTR/U6 vector according to the manufacturer's instructions. The sequence of three different shRNAs targeting mouse PTG was listed in Table S4 (Supporting Information).

##### Cell lines, Culture Conditions, and Transfection

C2C12 myoblasts were grown in high glucose Dulbecco's Modified Eagle Medium (DMEM, Gibco) with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin–streptomycin (P/S, Gibco) in a 5% CO_2_ atmosphere at 37 °C. For plasmid transfection, lipofectamine LTX & PLUS was used according to the instructions of manufacturer (Thermo Fisher).

##### AAV–shPTG Production, Purification, and Injection

AAV2/9‐U6 shPTG‐CMV‐GFP was produced and purified by Boston Children's Hospital Viral Core using sequence (shPTG‐2) as shown in Table S4 (Supporting Information). For PTG knockdown experiment in vivo, a dose of 1.3 × 10^11^ genome copy (GC) of AAV–shPTG was injected into the gastrocnemius muscle of MI4KO mice. A dose of 1.3 × 10^11^ GC of AAV–GFP was injected into the gastrocnemius muscle of control groups. After 4 weeks, the exercise capacity was measured. The mice were sacrificed 4 days post exercise.

##### RNA‐seq Library Generation, Sequencing, and Analysis

A total of 14 samples (4 SOL from MI4KO mice and 4 soleus from flox mice; 3 gastrocnemius from MI4KO mice and 3 GAS from MI4OE mice) were used for RNA‐seq. Libraries for RNA‐Seq were generated with Kapa Stranded mRNA. The data were sequenced on HiSeq3000 using a single‐read 50 bp read run. Data quality check was done on Illumina SAV. Demultiplexing was performed with Illumina Bcl2fastq2 v 2.17 program. The reads were mapped to the latest UCSC transcript set using Bowtie2 version 2.1.0,^[^ ^64^ ^]^ and the gene expression level was estimated using RSEM v1.2.15.^[^ ^65^ ^]^ Trimmed mean of *M*‐values (TMM) was used to normalize the gene expression. Differentially expressed genes were identified using the edgeR program,^[^ ^66^ ^]^ as defined by having a fold change of at least 1.5 and a *p*‐value of <0.05. IPA was performed for subsequent pathway analysis.^[^ ^67^ ^]^

##### Statistical Analysis

All data were presented as mean ± standard error of mean (SEM). For two groups, unpaired two‐tailed Student's *t*‐test or nonparametric test was performed for comparison. For more than two groups, one‐way analysis of variance (ANOVA) and posthoc multiple comparison (least significant difference (LSD) method) were performed for intergroup comparisons. *p* < 0.05 was considered statistically significant.

##### Additional Information

Accession codes: The RNA‐seq data have been deposited in Gene Expression Omnibus (GEO) under the accession code. All bioinformatics software used in the study are publicly available.

##### Data Availability

The accession number for the RNA‐Seq data reported in this paper is GEO: GSE136623 and GSE140633. All bioinformatics software used in the study are publicly available.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

X.Z., T.Y., and R.W. contributed equally to this work. The experimental plan was designed by T.Y., X.Z., R.W., J.Z.L., T.L., and X.K. T.Y., X.Z., Z.Z., S.G., X.W., X.Z., and Y.Z. performed experiments and analyzed data. R.W. and X.Z. did the revised experiment. RNA‐Seq data were analyzed by T.Y., R.T.W., and X.Z. X.K. and X.Z. wrote the manuscript incorporating edits and comments from T.L., J.L., and all other authors.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Table 1 Click here for additional data file.

Supplemental Table 2 Click here for additional data file.

## References

[1] C. E. Xirouchaki , S. P. Mangiafico , K. Bate , Z. Ruan , A. M. Huang , B. W. Tedjosiswoyo , B. Lamont , W. Pong , J. Favaloro , A. R. Blair , J. D. Zajac , J. Proietto , S. Andrikopoulos , Mol. Metab. 2016, 5, 221.2697739410.1016/j.molmet.2016.01.004PMC4770268

[2] P. D. Balsom , G. C. Gaitanos , K. Soderlund , B. Ekblom , Acta Physiol. Scand. 1999, 165, 337.1035022810.1046/j.1365-201x.1999.00517.x

[3] J. Bergstrom , L. Hermansen , E. Hultman , B. Saltin , Acta Physiol. Scand. 1967, 71, 140.558452310.1111/j.1748-1716.1967.tb03720.x

[4] N. Ortenblad , H. Westerblad , J. Nielsen , J. Physiol. 2013, 591, 4405.2365259010.1113/jphysiol.2013.251629PMC3784189

[5] S. Guo , Y. Huang , Y. Zhang , H. Huang , S. Hong , T. Liu , J. Sport Health Sci. 2020, 9, 53.3192148110.1016/j.jshs.2019.07.004PMC6943779

[6] S. Munro , D. J. Cuthbertson , J. Cunningham , M. Sales , P. T. Cohen , Diabetes 2002, 51, 591.1187265510.2337/diabetes.51.3.591

[7] S. Munro , H. Ceulemans , M. Bollen , J. Diplexcito , P. T. Cohen , FEBS J. 2005, 272, 1478.1575236310.1111/j.1742-4658.2005.04585.x

[8] J. A. Printen , M. J. Brady , A. R. Saltiel , Science 1997, 275, 1475.904561210.1126/science.275.5305.1475

[9] M. J. Brady , J. A. Printen , C. C. Mastick , A. R. Saltiel , J. Biol. Chem. 1997, 272, 20198.924269710.1074/jbc.272.32.20198

[10] B. Lu , D. Bridges , Y. Yang , K. Fisher , A. Cheng , L. Chang , Z. X. Meng , J. D. Lin , M. Downes , R. T. Yu , C. Liddle , R. M. Evans , A. R. Saltiel , Diabetes 2014, 63, 2935.2472224410.2337/db13-1531PMC4141363

[11] R. Yang , L. Cao , R. Gasa , M. J. Brady , A. D. Sherry , C. B. Newgard , J. Biol. Chem. 2002, 277, 1514.1160049610.1074/jbc.M107001200

[12] R. Gasa , P. B. Jensen , H. K. Berman , M. J. Brady , A. A. Depaoli‐Roach , C. B. Newgard , J. Biol. Chem. 2000, 275, 26396.1086276410.1074/jbc.M002427200

[13] J. Eguchi , Q. W. Yan , D. E. Schones , M. Kamal , C. H. Hsu , M. Q. Zhang , G. E. Crawford , E. D. Rosen , Cell Metab. 2008, 7, 86.1817772810.1016/j.cmet.2007.11.002PMC2278019

[14] J. Eguchi , X. Kong , M. Tenta , X. Wang , S. Kang , E. D. Rosen , Diabetes 2013, 62, 3394.2383534310.2337/db12-1327PMC3781469

[15] X. Kong , A. Banks , T. Liu , L. Kazak , R. R. Rao , P. Cohen , X. Wang , S. Yu , J. C. Lo , Y. H. Tseng , A. M. Cypess , R. Xue , S. Kleiner , S. Kang , B. M. Spiegelman , E. D. Rosen , Cell 2014, 158, 69.2499597910.1016/j.cell.2014.04.049PMC4116691

[16] E. Morey‐Holton , R. K. Globus , A. Kaplansky , G. Durnova , Adv. Space Biol. Med. 2005, 10, 7.1610110310.1016/s1569-2574(05)10002-1

[17] E. R. Morey‐Holton , R. K. Globus , J. Appl. Physiol. 2002, 92, 1367.1189599910.1152/japplphysiol.00969.2001

[18] G. W. Bothe , J. A. Haspel , C. L. Smith , H. H. Wiener , S. J. Burden , genesis 2000, 26, 165.10686620

[19] H. Schmalbruch , U. Hellhammer , The Anat. Rec. 1977, 189, 169.91104210.1002/ar.1091890204

[20] J. M. Wilson , J. P. Loenneke , E. Jo , G. J. Wilson , M. C. Zourdos , J. S. Kim , J. Strength Cond. Res. 2012, 26, 1724.2191229110.1519/JSC.0b013e318234eb6f

[21] A. Nilsson , E. Bjornson , M. Flockhart , F. J. Larsen , J. Nielsen , Nat. Commun. 2019, 10, 5072.3169997310.1038/s41467-019-12934-8PMC6838197

[22] P. A. Dutchak , S. J. Estill‐Terpack , A. A. Plec , X. Zhao , C. Yang , J. Chen , B. Ko , R. J. Deberardinis , Y. Yu , B. P. Tu , Cell Rep. 2018, 23, 1907.2976819110.1016/j.celrep.2018.04.058PMC6038807

[23] K. Klausen , H. G. Knuttgen , H. V. Forster , Scand. J. Clin. Lab. Invest. 1972, 30, 415.463964610.3109/00365517209080279

[24] J. Karlsson , F. Bonde‐Petersen , J. Henriksson , H. G. Knuttgen , J. Appl. Physiol. 1975, 38, 763.112688310.1152/jappl.1975.38.5.763

[25] S. T. Knuth , H. Dave , J. R. Peters , R. H. Fitts , J. Physiol. 2006, 575, 887.1680937310.1113/jphysiol.2006.106732PMC1995695

[26] O. B. Nielsen , F. De Paoli , K. Overgaard , J. Physiol. 2001, 536, 161.1157916610.1111/j.1469-7793.2001.t01-1-00161.xPMC2278832

[27] O. B. Nielsen , K. Overgaard , J. Appl. Physiol. 2006, 101, 367 [author reply 369].10.1152/japplphysiol.00181.200616782838

[28] R. G. Shulman , D. L. Rothman , Proc. Natl. Acad. Sci. USA 2001, 98, 457.1120904910.1073/pnas.98.2.457PMC14608

[29] X. Kong , K. W. Williams , T. Liu , Methods Mol. Biol. 2017, 1566, 99.2824404410.1007/978-1-4939-6820-6_10PMC5572801

[30] A. M. Danos , S. Osmanovic , M. J. Brady , J. Biol. Chem. 2009, 284, 19544.1948770210.1074/jbc.M109.015073PMC2740580

[31] M. Montori‐Grau , M. Guitart , C. Garcia‐Martinez , A. Orozco , A. M. Gomez‐Foix , BMC Biochem. 2011, 12, 57.2205409410.1186/1471-2091-12-57PMC3240831

[32] C. Lerin , E. Montell , H. K. Berman , C. B. Newgard , A. M. Gomez‐Foix , J. Biol. Chem. 2000, 275, 39991.1099841910.1074/jbc.M006251200

[33] C. B. Newgard , M. J. Brady , R. M. O'doherty , A. R. Saltiel , Diabetes 2000, 49, 1967.1111799610.2337/diabetes.49.12.1967

[34] I. Lopez‐Soldado , D. Zafra , J. Duran , A. Adrover , J. Calbo , J. J. Guinovart , Diabetes 2015, 64, 796.2527739810.2337/db14-0728

[35] C. S. Stump , J. M. Overton , C. M. Tipton , J. Appl. Physiol. 1990, 68, 627.231877310.1152/jappl.1990.68.2.627

[36] P. J. Roach , A. A. Depaoli‐Roach , T. D. Hurley , V. S. Tagliabracci , Biochem. J. 2012, 441, 763.2224833810.1042/BJ20111416PMC4945249

[37] G. I. Welsh , I. Hers , D. C. Berwick , G. Dell , M. Wherlock , R. Birkin , S. Leney , J. M. Tavare , Biochem. Soc. Trans. 2005, 33, 346.1578760310.1042/BST0330346

[38] Q. Li , Q. Zhao , J. Zhang , L. Zhou , W. Zhang , B. Chua , Y. Chen , L. Xu , P. Li , Cell Rep. 2019, 28, 3406.3155391010.1016/j.celrep.2019.08.066

[39] J. R. Hingst , L. Bruhn , M. B. Hansen , M. F. Rosschou , J. B. Birk , J. Fentz , M. Foretz , B. Viollet , K. Sakamoto , N. J. Faergeman , J. F. Havelund , B. L. Parker , D. E. James , B. Kiens , E. A. Richter , J. Jensen , J. F. P. Wojtaszewski , Mol. Metab. 2018, 16, 24.3009335710.1016/j.molmet.2018.07.001PMC6158101

[40] E. A. Richter , M. Hargreaves , Physiol. Rev. 2013, 93, 993.2389956010.1152/physrev.00038.2012

[41] A. K. Tamrakar , J. D. Schertzer , T. T. Chiu , K. P. Foley , P. J. Bilan , D. J. Philpott , A. Klip , Endocrinology 2010, 151, 5624.2092658810.1210/en.2010-0437

[42] J. D. Schertzer , A. K. Tamrakar , J. G. Magalhaes , S. Pereira , P. J. Bilan , M. D. Fullerton , Z. Liu , G. R. Steinberg , A. Giacca , D. J. Philpott , A. Klip , Diabetes 2011, 60, 2206.2171555310.2337/db11-0004PMC3161332

[43] J. F. Cavallari , M. D. Fullerton , B. M. Duggan , K. P. Foley , E. Denou , B. K. Smith , E. M. Desjardins , B. D. Henriksbo , K. J. Kim , B. R. Tuinema , J. C. Stearns , D. Prescott , P. Rosenstiel , B. K. Coombes , G. R. Steinberg , J. D. Schertzer , Cell Metab. 2017, 25, 1063.2843488110.1016/j.cmet.2017.03.021

[44] X. Kong , T. Yao , P. Zhou , L. Kazak , D. Tenen , A. Lyubetskaya , B. A. Dawes , L. Tsai , B. B. Kahn , B. M. Spiegelman , T. Liu , E. D. Rosen , Cell Metab. 2018, 28, 631.3007855310.1016/j.cmet.2018.07.004PMC6170693

[45] D. S. Jiang , Z. Y. Bian , Y. Zhang , S. M. Zhang , Y. Liu , R. Zhang , Y. Chen , Q. Yang , X. D. Zhang , G. C. Fan , H. Li , Hypertension 2013, 61, 1193.2358956110.1161/HYPERTENSIONAHA.111.00614PMC3734933

[46] N. E. Bruno , K. A. Kelly , R. Hawkins , M. Bramah‐Lawani , A. L. Amelio , J. C. Nwachukwu , K. W. Nettles , M. D. Conkright , EMBO J. 2014, 33, 1027.2467496710.1002/embj.201386145PMC4193935

[47] D. Constantin‐Teodosiu , D. Constantin , F. Stephens , D. Laithwaite , P. L. Greenhaff , Diabetes 2012, 61, 1017.2231531710.2337/db11-0799PMC3331777

[48] S. B. Jorgensen , J. F. Wojtaszewski , B. Viollet , F. Andreelli , J. B. Birk , Y. Hellsten , P. Schjerling , S. Vaulont , P. D. Neufer , E. A. Richter , H. Pilegaard , FASEB J. 2005, 19, 1146.1587893210.1096/fj.04-3144fje

[49] H. Pilegaard , B. Saltin , P. D. Neufer , J. Physiol. 2003, 546, 851.1256300910.1113/jphysiol.2002.034850PMC2342594

[50] A. Safdar , J. P. Little , A. J. Stokl , B. P. Hettinga , M. Akhtar , M. A. Tarnopolsky , J. Biol. Chem. 2011, 286, 10605.2124513210.1074/jbc.M110.211466PMC3060512

[51] S. Schiaffino , C. Reggiani , Physiol. Rev. 2011, 91, 1447.2201321610.1152/physrev.00031.2010

[52] S. M. Crosson , A. Khan , J. Printen , J. E. Pessin , A. R. Saltiel , J. Clin. Invest. 2003, 111, 1423.1272793410.1172/JCI17975PMC154451

[53] M. Delibegovic , C. G. Armstrong , L. Dobbie , P. W. Watt , A. J. Smith , P. T. Cohen , Diabetes 2003, 52, 596.1260649810.2337/diabetes.52.3.596

[54] S. Gupta , M. Jiang , A. Anthony , A. B. Pernis , J. Exp. Med. 1999, 190, 1837.1060135810.1084/jem.190.12.1837PMC2195723

[55] S. Marecki , M. J. Fenton , J. Interferon Cytokine Res. 2002, 22, 121.1184698310.1089/107999002753452737

[56] G. M. Shen , F. L. Zhang , X. L. Liu , J. W. Zhang , FEBS Lett. 2010, 584, 4366.2088881410.1016/j.febslet.2010.09.040

[57] A. Cheng , M. Zhang , S. M. Crosson , Z. Q. Bao , A. R. Saltiel , Endocrinology 2006, 147, 3606.1662759010.1210/en.2005-1513

[58] X. Luan , X. Tian , H. Zhang , R. Huang , N. Li , P. Chen , R. Wang , J. Sport Health Sci. 2019, 8, 422.3153481710.1016/j.jshs.2019.04.002PMC6742679

[59] T. M. Moore , Z. Zhou , W. Cohn , F. Norheim , A. J. Lin , N. Kalajian , A. R. Strumwasser , K. Cory , K. Whitney , T. Ho , T. Ho , J. L. Lee , D. H. Rucker , O. Shirihai , A. M. Van Der Bliek , J. P. Whitelegge , M. M. Seldin , A. J. Lusis , S. Lee , C. A. Drevon , S. K. Mahata , L. P. Turcotte , A. L. Hevener , Mol. Metab. 2019, 21, 51.3059141110.1016/j.molmet.2018.11.012PMC6407367

[60] J. A. Ferreira , J. M. Crissey , M. Brown , J. Vis. Exp. 2011, 49, pii: 2467.10.3791/2467PMC319729221445032

[61] N. Liu , S. Bezprozvannaya , J. M. Shelton , M. I. Frisard , M. W. Hulver , R. P. Mcmillan , Y. Wu , K. A. Voelker , R. W. Grange , J. A. Richardson , R. Bassel‐Duby , E. N. Olson , J. Clin. Invest. 2011, 121, 3258.2173788210.1172/JCI46267PMC3148737

[62] M. H. Brooke , K. K. Kaiser , Arch. Neurol. 1970, 23, 369.424890510.1001/archneur.1970.00480280083010

[63] M. Zang , S. Xu , K. A. Maitland‐Toolan , A. Zuccollo , X. Hou , B. Jiang , M. Wierzbicki , T. J. Verbeuren , R. A. Cohen , Diabetes 2006, 55, 2180.1687368010.2337/db05-1188

[64] B. Langmead , S. L. Salzberg , Nat. Methods 2012, 9, 357.2238828610.1038/nmeth.1923PMC3322381

[65] B. Li , C. N. Dewey , BMC Bioinformatics 2011, 12, 323.2181604010.1186/1471-2105-12-323PMC3163565

[66] M. D. Robinson , D. J. Mccarthy , G. K. Smyth , Bioinformatics 2010, 26, 139.1991030810.1093/bioinformatics/btp616PMC2796818

[67] A. Kramer , J. Green , J. Pollard Jr. , S. Tugendreich , Bioinformatics 2014, 30, 523.2433680510.1093/bioinformatics/btt703PMC3928520

# Supplementary material for: IRF4 in Skeletal Muscle Regulates Exercise Capacity via PTG/Glycogen Pathway
**Source:** Adv Sci (Weinh). 2020 Aug 1;7(19):2001502. doi: 10.1002/advs.202001502
**Supplement:** Supplementary file 1 — Supporting Information

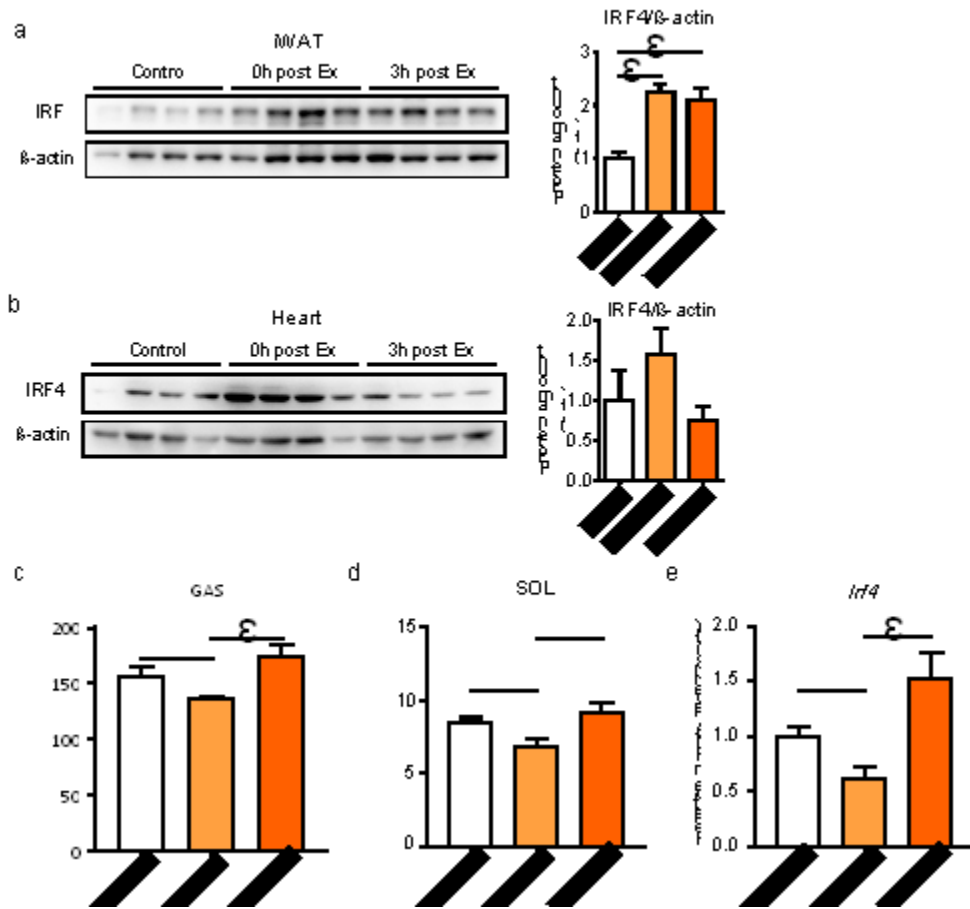

**Figure S1. The association of skeletal muscle IRF4 with exercise in mice with hindlimb suspension.** **a,b** Western blot analysis of the expression of IRF4 in inguinal white adipose tissue (iWAT) and heart of WT mice in sedentary, 0h after exercise, and 3h after exercise group. Protein amount was quantified using Image J (n=4, \*\* $p<0.01$ , \*\*\* $p<0.001$ ). **c,d** The weight of GAS and SOL of WT mice in control, unload, and unload with reload groups (n=4, \* $p<0.05$ , \*\* $p<0.01$ ). **e** qPCR analysis of *Irf4* expression in skeletal muscle of WT mice in control, unload, and reload groups (n=4, \* $p<0.05$ , \*\* $p<0.01$ ). All results are expressed as means  $\pm$  SEM.

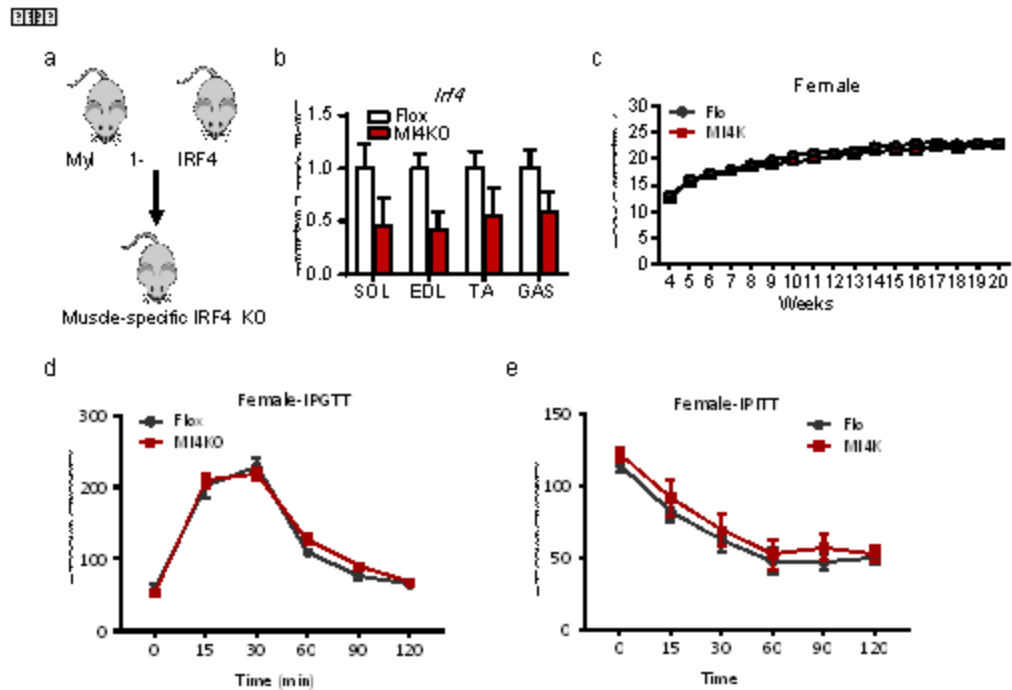

**Figure S2. Loss of IRF4 in skeletal muscle shows normal systematic metabolism in female mice.** **a** The muscle-specific IRF4 knockout (MI4KO) mice were generated by crossing Myl1-Cre mice with IRF4 Flox mice. **b** qPCR analysis of *Irf4* expression in skeletal muscle of MI4KO and Flox mice ( $n=6$ ,  $*p < 0.05$ ). **c** The body weight of female MI4KO and Flox mice on chow diet ( $n=8-10$ ). **d,e** The glucose tolerance test and insulin tolerance test in female MI4KO and Flox mice on chow diet at the age of 9 weeks and 10 weeks, respectively ( $n=8$ ). All results are expressed as means  $\pm$  SEM.

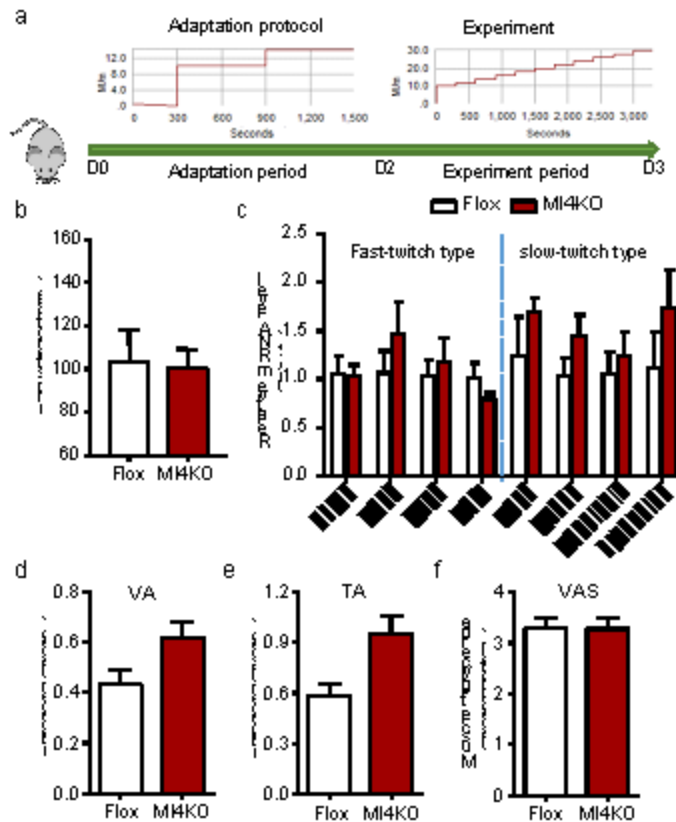

**Figure S3. Ablation of IRF4 in skeletal muscle increases the exercise capacity, but not the grip strength.** **a** The protocol of exercise capacity measurement. The mice were adapted to treadmill for 2 days and ran on the third day. **b** The grip strength of male MI4KO and Flox mice on chow diet at the age of 8 weeks (n=10-11). **c** qPCR analysis of the expression of fast-twitch and slow-twitch type genes in skeletal muscle of MI4KO and Flox mice (n=4). **d,e** The glycogen level of VAS and TA in male MI4KO and Flox mice (n = 6, \* $p < 0.05$ ). **f** The triglyceride level of VAS in male MI4KO and Flox mice (n=8). All results are expressed as means  $\pm$  SEM.

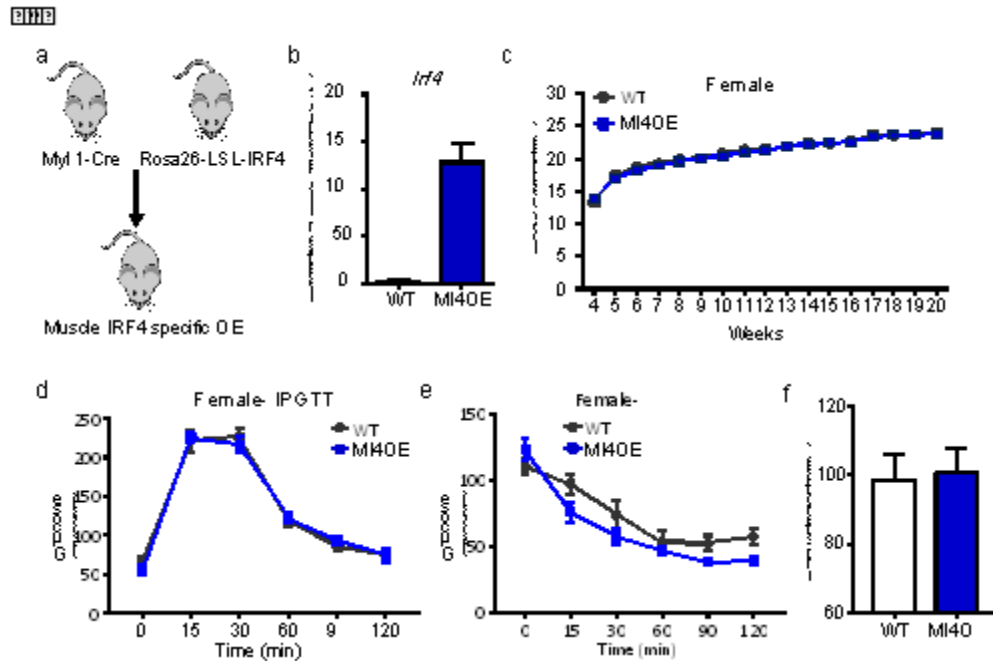

**Figure S4. The phenotype of muscle-specific IRF4 overexpression mice.** **a** The generation of muscle-specific IRF4 overexpression (MI4OE) mice. **b** qPCR analysis of IRF4 expression in skeletal muscle of MI4OE and WT mice ( $n=4$ ,  $*p < 0.05$ ). **c** The body weight of female MI4OE and WT mice on chow diet ( $n=10-11$ ). **d,e** The glucose tolerance test and insulin tolerance test on female MI4OE and WT mice on chow diet at the age of 9 weeks and 10 weeks, respectively ( $n=8$ ). **f** The grip strength of male MI4OE and WT mice on chow diet at the age of 8 weeks ( $n=10-11$ ). All results are expressed as means  $\pm$  SEM.

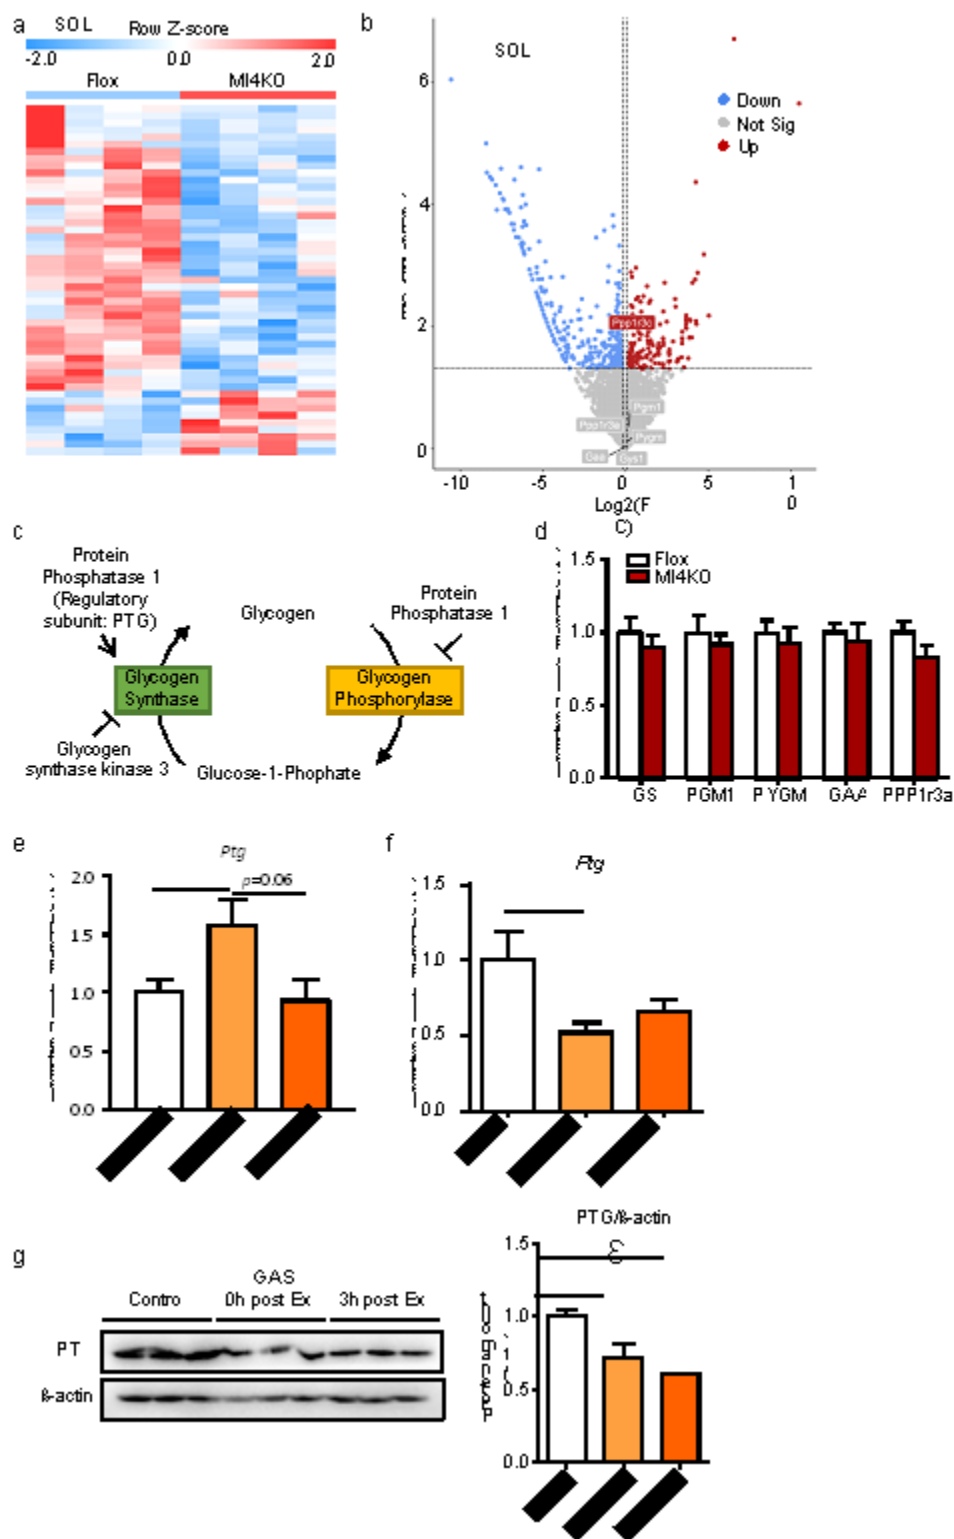

**Figure S5. RNA-seq of skeletal muscle from MI4KO and Flox mice.** **a** Heat map of differentially expressed genes in SOL of MI4KO and Flox mice (n=4). **b** Volcano plot of differentially expressed genes in SOL of MI4KO and Flox mice (Down:  $p$  value<0.05 & logFC<-0.58; Up:  $p$  value<0.05 & logFC>0.58). Genes that relative to glycogen metabolism were labeled. **c** Glycogen metabolism pathway. **d** qPCR analysis of genes relative to glycogen metabolism in skeletal muscle of MI4KO and Flox mice (n=7-8). **e,f** qPCR analysis of PTG expression in skeletal muscle of WT mice in HLS and exercise groups. **g** Western blot analysis of the expression of PTG in skeletal muscle of WT mice in sedentary, 0h after exercise, and 3h after exercise group. Protein amount was quantified using Image J (n = 3, \* $p$ < 0.05). All results are expressed as means  $\pm$  SEM.

**Figure S6**

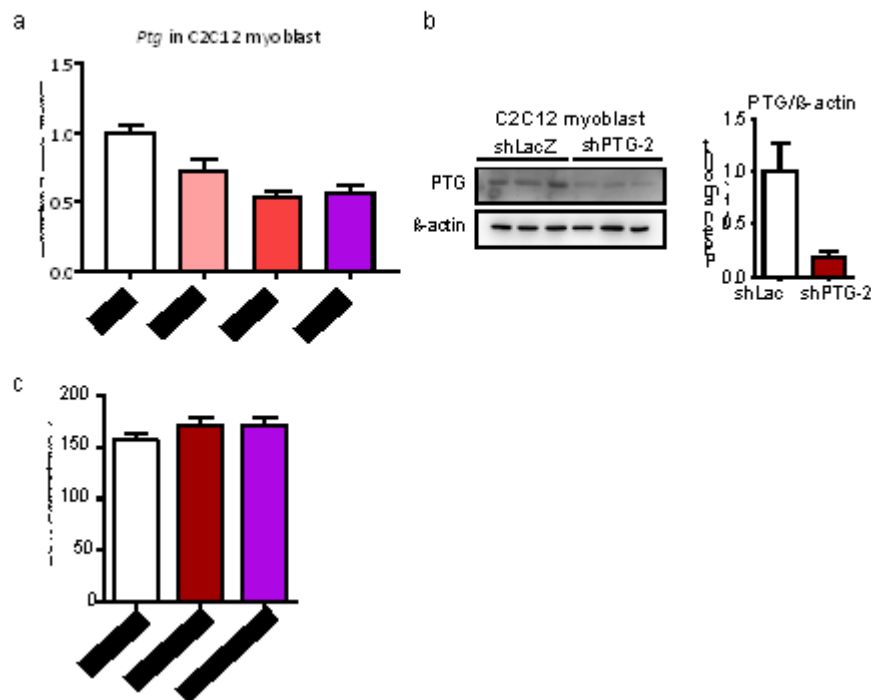

**Figure S6. Knockdown of PTG in cells and mice.** **a** qPCR analysis of PTG expression in C2C12 myoblast (n = 3, \* $p$ < 0.05). **b** Western blot analysis of the expression of PTG in C2C12 myoblasts. Protein amount was quantified using Image J (n = 3, \* $p$ < 0.05). **c** The weight of GAS

in male Flox and MI4KO mice with or without AAV-shPTG injection (n=7-8). All results are expressed as means  $\pm$  SEM.

Table S3. Top 31 genes changed in both soleus and gastrocnemius

| Number | Gene symbol   |
|--------|---------------|
| 1      | 1700001022Rik |
| 2      | Alb           |
| 3      | Amigo3        |
| 4      | Apoc1         |
| 5      | Arhgap26      |
| 6      | Arrdc2        |
| 7      | Bcl6b         |
| 8      | C2cd4c        |
| 9      | Ccl12la       |
| 10     | Cdc14a        |
| 11     | Cish          |
| 12     | Cyp2e1        |
| 13     | Fkbp5         |
| 14     | Fmod          |
| 15     | Foxo1         |
| 16     | Gbp10         |
| 17     | Gdf11         |
| 18     | Irf4          |
| 19     | Kif1a         |
| 20     | Mt1           |
| 21     | Mt2           |

|    |           |
|----|-----------|
| 22 | Nnmt      |
| 23 | Odf3l2    |
| 24 | Ppp1r3c   |
| 25 | Rbp4      |
| 26 | Retnla    |
| 27 | Selp      |
| 28 | Slc39a14  |
| 29 | Syt12     |
| 30 | Trf       |
| 31 | Zfp91Cntf |

Table S4. Sequence of primers and shRNA

| Gene        | Species | Forward primer                | Reverse primer                   |
|-------------|---------|-------------------------------|----------------------------------|
| Irf4        | Mouse   | CAGGACTACAATCGTGAGGAGG        | GCACATCGTAATCTTGTCTTCCA          |
| Tbp         | Mouse   | CCCCTTGTACCCTTCACCAAT         | GAAGCTGCGGTACAATTCCAG            |
| Ppp1r3c/PTG | Mouse   | TGATCCATGTGCTAGATCCACG        | ACTCTGCGATTTGGCTTCCTG            |
| Actn3       | Mouse   | AACAGCAGCGGAAAACCTTCA         | GGCTTTATTGACATTGGCGATTT          |
| Myh1        | Mouse   | GCGCAACGTGGAAGCTATCAAGGGTCTG  | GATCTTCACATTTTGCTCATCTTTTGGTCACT |
| Myh4        | Mouse   | CCTGGAACAGACAGAGAGGAGCAGGAGAG | GTGAGTTCCTTCACTCTGCGCTCGTGC      |
| Mstn        | Mouse   | AGTGGATCTAAATGAGGGCAGT        | GTTTCCAGGCGCAGCTTAC              |
| Myh7        | Mouse   | GCTGGAAGATGAGTGCTCAGAG        | TCCAAACCAGCCATCTCCTCTG           |
| Myh7b       | Mouse   | GGTGTTACACCAACTACGCTGC        | TCTGCTGTCCACAAAGGTGTGC           |
| Myoglobin   | Mouse   | GTGCCTGGAACATCCCTAAT          | TGAGAGGCTGTTCTCTCTGC             |
| Troponin1   | Mouse   | CATGGTTGCACCGTGCTCACAG        | GAGCCCATGGCTCAGCCCTG             |
| shPTG-1     | Mouse   | AAAAGCATTCTTATCACGCTAATGTT    | CACCGCATTCTTATCACGCTAATGC        |
|             |         | CGCATTAGCGTGATAAGAAATGC       | GAACATTAGCGTGATAAGAAATGC         |
| shPTG-2     | Mouse   | AAAAGCAATTCTAGATCTGTATTGCTT   | CACCGCAATTCTAGATCTGTATTGCC       |

---

|         |       |                             |                            |
|---------|-------|-----------------------------|----------------------------|
| shPTG-3 | Mouse | CGGCAATACAGATCTAGAATTGC     | GAAGCAATACAGATCTAGAATTGC   |
|         |       | AAAAGCTATAGAAGCTATAGCTACTTT | CACCGCTATAGAAGCTATAGCTACTC |
|         |       | CGAGTAGCTATAGCTTCTATAGC     | GAAAGTAGCTATAGCTTCTATAGC   |

---

How the deposited data were processed for this re-analysis (not part of the article)

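The data analysed here are RNA-seq values of SOL muscle from 4 MI4KO mice and 4 flox mice. The labels give each mouse a condition, which was taken as the group, and its own number, and the mice of each group are numbered here from 1 to 4 in ascending order of these numbers. The authors prepared stranded poly(A) libraries, sequenced single reads of 50 bases, mapped them to UCSC transcripts with Bowtie2, estimated expression with RSEM and normalized it by TMM. The deposited signal is a TMM-normalized CPM value for each gene and mouse, and the columns sum to between 917785 and 1089208. The authors also deposited a signed fold-change score for each gene, negative for genes lower in MI4KO mice, and a p-value and an FDR from their comparison with edgeR. The genome build, the filter on low genes and the kind of edgeR test are not named in the paper's text. Of 24054 genes, 6086 had no read in any mouse, and 27 gene symbols had been turned into dates and were kept as they stand.

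Whole reads were recovered by dividing each value by the step of its mouse, and 100% of the non-zero values came out whole. Recovered totals per mouse were between 13417512 and 16384565 reads, and 3 reads, the smallest amount taken as detected, correspond to values of 0.181 to 0.225. Totals and floors cover counting error only, since the reads carry no molecular identifiers. Pairs of mice differed by a chi-square of 6.06 to 52.4 per degree of freedom over genes, so no pair was taken for a single library. Pairwise correlations across genes on the log2 scale were between 0.982 and 0.994.

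The design set in advance used edgeR's quasi-likelihood test for counts and limma for normalized values. Since the deposited values are normalized, limma 3.58.1 (R 4.3.3) was used on log2(value + 1) with a mean-variance trend, for genes with a value of at least 1 in at least 4 of the 8 mice. Genes were counted at an unadjusted p under 0.05 with an absolute fold change of at least 1.5, which are the paper's limits, and at a Benjamini-Hochberg adjusted p under 0.05. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives chosen after seeing the data. Lists of genes for glycogen metabolism, fiber type, inflammation, CREB response, glucocorticoid response and tissue markers were fixed in advance, and each was averaged per mouse on the log2 scale over the genes with a mean value of at least 1 and compared by an exact two-sided permutation test (scipy 1.17.1), whose smallest p for 4 mice against 4 is 0.0286. Of the list genes, 5 have no row in the table.

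Genes named in the text are those the paper names for SOL or for MI4KO muscle, the genes of Figure 5e and Table S3, the genes of the lists, and up to 5 higher and 5 lower genes with the smallest p among those past the paper's limits whose MI4KO and flox values do not overlap, of which there were 2 higher. Lancl1, Rn45s, Lars2, Mir6236, Myh6, Ddit4, Cebpd, Nr4a3 and Sik1 were singled out after their values were seen.

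The comparison was tested on simulated counts with the means, depths and dispersions of the real libraries, in which 200 genes were changed. At an adjusted p under 0.05, limma found 100 of 100 genes changed by 4-fold and 98 of 100 genes changed by 2-fold, and it called 9 unchanged genes among 11824 tested. Gene positions are from GENCODE M21 on GRCm38, looked up by symbol, and gene order around Myl1 is from the RefSeq table of GRCm38.p6. The alternatives were another pseudocount, no filter, rescaling by median-of-ratios factors or library size, limma without the trend or with robust estimation, the range of mouse numbers as a covariate, removal of liver genes before a new TMM scaling of the recovered reads, each mouse left out in turn, and the count tests, which were edgeR's quasi-likelihood test, edgeR's exact test with several ways to estimate the dispersion, and DESeq2. The GAS samples were not analysed here, and the paper's Table S2 stands in for them where named.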

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

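A mouse was taken as set apart from its group where its gap to the nearest mouse, as a share of the group's range on the log2 scale, passed Dixon's 95% critical value. Of 108 groups of 4 mice examined, 18 passed it. About 1 in 20 unselected groups would pass by chance, or 5 of 108, but many of the genes were chosen for their values in these same mice, so this expectation does not apply to the count. MI4KO mouse 3 was the mouse set apart in 9 of the 18, 8 of them genes of Table S3, and flox mouse 1 in 5, 3 of them genes of Table S3. The tests on MI4KO mouse 3 were chosen only after its values were seen. The gene lists, the tests on the liver markers and on the group averages, and the alternatives other than the count tests and the scaling by library size were set before the data were examined, the glucocorticoid list after Table S3 had been read.

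Ppp1r3c in MI4KO mouse 3 was at 1128, a gap of 0.919 of the range of the MI4KO mice. The same mouse was highest for Foxo1 (123.6, gap 0.834), Selp (15.7, gap 0.853), Mt1 (190.7, gap 0.861), Arrdc2 (87.2, gap 0.945), Gbp10 (209.2, gap 0.857), Slc39a14 (59.2, gap 0.929) and the average of the glucocorticoid-responsive list (6.22, gap 0.877), and lowest for Rbp4 (0.598, gap 0.919). In this mouse 53 genes were more than 1 log2 unit above every other mouse, against 0 to 3 genes in each other mouse. The glucocorticoid average did not differ between the groups (exact permutation test, p = 0.943), and neither did the circadian average (exact permutation test, p = 0.114) or the reads per mouse (exact permutation test, p = 0.771). Of the 18 list genes outside Table S3 that were tested, 14 were highest in MI4KO mouse 3, where random lists matched on mean expression held 6.69 on average and 6 of 10000 lists held as many. The group test on the circadian average, which mixes genes of opposite phase, does not set circadian time aside for this mouse. Arntl was highest in it (13.9, against 3.43 to 9.76 in the others), and Dbp (53.7, against 108.8 to 169.9), Nr1d1 (52.7, against 81.7 to 128.5) and Bhlhe41 (21.1, against 42.4 to 53.6) were lowest. These genes were noted after their values were seen. Of other circadian genes, Clock and Per1 were highest in that mouse too, and Cry2, Hlf and Bhlhe40 were lowest. Per2, Per3, Cry1, Nr1d2, Tef and Ciart lay inside the range of the other mice. A glucocorticoid or stress response in that single mouse and a different circadian time are therefore candidate explanations for its Ppp1r3c value. They are not told apart here. The summed neutrophil markers were highest in that mouse too (3.92, against 0.146 to 0.525 in the others), with 3 of the 6 markers highest in it. The average of the inflammatory list was also highest there (3.05, against 2.56 to 2.90 in the others). An inflammatory reaction in that mouse was not tested as a cause. The table cannot say what set this mouse apart, and an effect of the deletion seen in 1 of 4 mice remains possible. A swapped label is not favoured, since Irf4 in that mouse was at 0.266, the lowest of all mice.

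Flox mouse 1 was set apart for Cyp2e1 (11.5, gap 0.865), Alb (59.8, gap 0.915), Trf (37.4, gap 0.938) and the average of the liver markers (3.61, gap 0.99). The fifth group is Foxa2 (0.0624, gap 1.0), where a single read against none gives this gap by construction, below the 3 reads taken as detected, and it is no evidence. The summed liver markers were at 276.6 in that mouse and between 29.9 and 34.5 in the other flox mice, a ratio of 8.51 to their median, and 33 of the 34 markers were highest in it. The MI4KO mice were between 22.1 and 30.9. Liver RNA in this sample fits the pattern set out beforehand. In the average of the liver markers, the other 3 flox mice were at 0.593 to 0.622 and the MI4KO mice at 0.518 to 0.561 (exact permutation test over all 8 mice, p = 0.0286, the smallest possible). This test shows little. Of the 14 markers averaged, 12 were under 1 in every other mouse and reached the mean of 1 only through flox mouse 1, so that the choice of genes followed from the mouse in question. The other 2 are F2 and Vtn, and Vtn was found in every mouse (25.6 to 29.8 in flox and 17.8 to 27.4 in MI4KO mice, log2 fold change -0.37, standard error 0.12, unadjusted p = 0.0115 and adjusted p = 1.0 over all genes by limma, and under 0.05 when adjusted over the 2 list genes tested). The difference of -0.816 was -0.066 without flox mouse 1 (exact permutation test, p = 0.0571, the smallest that 3 mice against 4 allow), and with the median of the markers the groups did not differ (exact permutation test, p = 0.429).

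The remaining gaps involve single genes or lists and had no explanation tested. Erdr1 was highest in flox mouse 3 (31.6, gap 0.897) and Rab30 lowest in the same mouse (1.28, gap 0.96). Retnla was highest among MI4KO mice in mouse 2 (1.68, gap 0.844), and the average of the glycogen genes was lowest there (6.32, gap 0.86), by about 0.1 log2 units.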

How the results depend on the processing

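The count tests on recovered reads and the scaling by library size were chosen only after the values were seen. No paired analysis was possible because each mouse carries its own number and the groups share none. The label numbers fall in 2 ranges that both groups share, flox mouse 1 with MI4KO mice 1 and 2, and flox mice 2 to 4 with MI4KO mice 3 and 4, and the range was used as a covariate. With it the higher genes past the limits went from 7 to 13 and the lower from 19 to 24, Ppp1r3c was at 0.764 (unadjusted p = 0.0505) and Irf4 at -0.409 (unadjusted p = 0.0706), with no gene at an adjusted p under 0.05.

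The 26 genes past the paper's limits became 71 with a pseudocount of 0.1 and 13 with robust estimation, and ran from 19 to 58 across the 8 fits that each left out one mouse. On recovered reads they were 73 with DESeq2, 87 with edgeR's quasi-likelihood test and 307 with that test without a filter. edgeR's exact test gave 100 genes with a filter and 242 without. Unfiltered, it gave 320 with common and tagwise dispersion, 467 with tagwise dispersion without a trend and 553 with a common dispersion alone. Without a filter in limma, after either rescaling, without the trend, with the mouse-number covariate and without liver genes, the count stayed within 1.5 times. The fit without liver genes also rescaled the recovered reads by TMM, and gave 23 genes past the limits among 11876 tested. Since only 2 of the 34 liver markers were among the genes tested as set, its change may come from the rescaling, and it says little about the liver transcripts. The share of higher genes was 26.9% in limma as set and ran from 10.5% without flox mouse 4 to 37.9% without MI4KO mouse 1. Under the other alternatives it ran from 21.1% to 41.1%, the highest in DESeq2. Genes with an adjusted p under 0.05 numbered 0 as set, with 399 at an unadjusted p under 0.05, and 0 to 1 across the fits leaving out one mouse. They numbered 14, 15 and 175 in the last 3 exact tests, in the order given, and 0 under the other alternatives run.

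The 7 genes of Table S3 past the limits became 11 with a pseudocount of 0.1, 4 without a filter and 3 with robust estimation, and 4 to 9 across the fits leaving out one mouse. They were 14 and 20 with the quasi-likelihood test with and without a filter, 17 and 19 with the exact test with and without a filter, and 27, 23 and 30 in the last 3 exact tests. The 9 calls shared with the paper's Table S2 became 81 at an unadjusted p under 0.05 alone, and 5 to 27 with one mouse left out.

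Ppp1r3c stayed positive under all alternatives run, with log2 fold changes of 0.14 to 0.84 across the fits leaving out one mouse, the lowest without MI4KO mouse 3 and the highest, the one of these fits past the limits, without MI4KO mouse 2. It passed the limits with the quasi-likelihood and the exact test (0.941 each with a filter and 0.947 in every unfiltered form), and not with DESeq2 (0.944). Its adjusted p was 2.33e-09 with a common dispersion alone and between 0.919 and 1.0 under the other alternatives. Irf4 stayed negative under all alternatives run, from -0.60 to -0.31 with one mouse left out. It passed the limits without flox mouse 1, with a pseudocount of 0.1 (-0.877), with the filtered exact test (-0.862) and in the last 3 exact tests (-0.859, -0.852 and -0.849). The cause of these shifts was not tested.

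The difference between the groups in the average of the glycogen list stayed positive, from 0.002 to 0.043 across the fits leaving out one mouse. It changed sign for the other muscle lists, from -0.086 to 0.074 for fiber-type genes, from -0.082 to 0.08 for inflammatory genes (0.025 with the median), from -0.216 to 0.071 for CREB-responsive genes and from -0.163 to 0.352 for glucocorticoid-responsive genes. The liver average differed by -0.816 as set (exact permutation test, p = 0.0286, the smallest possible), over markers of which 12 of 14 were included because of flox mouse 1. It ran from -1.07 to -0.066 with one mouse left out, where 3 mice against 4 cannot pass the threshold, and was -0.875 with the median (exact permutation test, p = 0.429). The cause was not tested.

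Signs near zero reversed. Gaa was at 0.007 after median-of-ratios rescaling, 0.014 with the covariate, 0.012 without liver genes, 0.031 with library size, 0.006 and 0.007 with the filtered quasi-likelihood and exact tests, 0.01 in each unfiltered count test of edgeR and 0.009 with DESeq2. Hif1a was at 0.011, 0.016, 0.034, 0.012, 0.012, 0.015 and 0.014 in the same order without the covariate, and Gys1 at 0.013 with library size. With one mouse left out the ranges were -0.074 to 0.038 for Gaa, -0.053 to 0.028 for Hif1a, -0.098 to 0.0 for Gys1, -0.114 to 0.114 for Pygm, -0.056 to 0.099 for Pgm2, -0.026 to 0.144 for Ppp1r3a, -0.069 to 0.615 for Foxo1, -0.047 to 1.12 for Cish, -0.023 to 1.094 for Mt1 and -0.178 to 1.03 for Selp. For Foxo1, Cish, Mt1 and Selp the lowest value came from the fit without MI4KO mouse 3. The cause of the other changes was not tested. Depth limits Irf4, Nnmt and Mstn, which rest on at most 32 reads per mouse.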

Differences from the paper's values

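At the paper's limits, 26 genes were found against the paper's 447, with 7 higher genes against the paper's 156 and 19 lower genes against the paper's 291. None of the alternatives set before the data were examined closed these gaps, with at most 71 genes. Several forms of count tests on the recovered reads were run, all chosen after seeing the values, and those without a filter came within 1.5 times the paper's 447 in 4 of the forms run. edgeR's exact test with tagwise dispersion without a trend gave 467 genes, 147 higher and 320 lower. With common and tagwise dispersion it gave 320 genes, 111 higher and 209 lower, and with a common dispersion alone 553 genes, 194 higher and 359 lower. The quasi-likelihood test without a filter gave 307 genes, 205 of them lower, and its 102 higher genes stayed further from the paper's. The exact test with the default dispersion estimate gave 242 without a filter and 100 with one, and did not come within that range.

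Of the 31 genes in the paper's Table S3, 7 passed the limits in SOL, and none of the alternatives set before the data were examined closed the gap. The 3 forms of the exact test with 320, 467 and 553 genes gave 27, 23 and 30 of the 31, and were chosen after seeing the values.

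The log2 fold changes here are differences of mean log2(value + 1), while the paper's come from edgeR on counts, so the measures are unlike. Ratios of group means lay nearer, at 4.435 for Selp and 2.893 for Mt1 against deposited fold changes of 4.264 and 2.841. The log2 fold change of Cyp2e1 was -0.96 against the paper's -1.78, and no alternative set before the data were examined closed the gap. That of Selp was 0.64 against the paper's 2.09, with none of them closing it. Nnmt was at -0.47 against the paper's -0.72, and a pseudocount of 0.1 (-0.79) and the fit without MI4KO mouse 4 (-0.58) closed the gap. Mt1 was at 0.75 against the paper's 1.51, within the error with robust estimation (0.75, with a larger error) and without MI4KO mouse 1 (1.094), 2 (0.98) or 4 (0.94). Rbp4 was at -0.61 against the paper's -0.98, and a pseudocount of 0.1 (-0.91) and the fit without flox mouse 3 (-0.77) closed the gap. Irf4 was at -0.45 against the paper's -0.86, and a pseudocount of 0.1 (-0.88) closed it. The other alternatives set before the data were examined did not. All forms of edgeR's count tests, chosen after seeing the values, gave log2 fold changes within 0.05 of the paper's for these 6 genes, as did DESeq2 for Cyp2e1, Nnmt, Rbp4 and Irf4.

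The paper lists Ppp1r3c, Foxo1, Cish, Mt1 and Selp as higher and Nnmt and Irf4 as lower in SOL of MI4KO mice. Here none of the 7 passed the limits, with a log2 fold change of 0.64 for Ppp1r3c and 0.40 for Foxo1 (adjusted p = 1.0 for each by limma). Ppp1r3c passed them in the fit without MI4KO mouse 2. Nnmt passed with a pseudocount of 0.1, and Irf4 with that pseudocount and without flox mouse 1. Of the tests chosen after seeing the values, every form of edgeR's quasi-likelihood and exact test called Ppp1r3c, Mt1 and Nnmt, and DESeq2 called Nnmt. Selp was called by the unfiltered quasi-likelihood test and every form of the exact test. Irf4 was called by the filtered exact test and the 3 forms named above with 320, 467 and 553 genes. Foxo1 was called by the forms with 320 and 553 genes, and Cish by the form with 553 genes alone.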

Other observations

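Of the 19 tests reported here and above, 8 were set out in advance. The tests on MI4KO mouse 3, Lancl1, ribosomal RNA and Myh6, and the splits for Tables S2 and S3 and for the exact tests, were chosen only after the result was seen.

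The 8 mice can be split into 4 and 4 in 35 ways, the real one included. In limma, 22 of the 35 splits gave at least the 26 genes of the real split past the paper's limits, with between 12 and 61 genes per split, and the real split had 399 genes at an unadjusted p under 0.05. With no gene at an adjusted p under 0.05 in the real split, all 35 splits reach that count by definition, and it tells nothing about chance. With edgeR's unfiltered exact test without a dispersion trend, whose count came nearest to Table S1 among the settings run, the real split gave 467 genes and 29 of the 35 splits gave as many, with a range of 432 to 608. With common and tagwise dispersion, the real split gave 320 genes and 34 of the 35 splits gave as many, with a range of 313 to 459. The other count tests were not run over the splits. The number of genes past these limits thus does not set the genotype apart from arbitrary groupings of the same mice. In simulated data of this size, limma found 98 of 100 genes changed by 2-fold at an adjusted p under 0.05. Those genes lay well above the filter limit, and the simulated mice held no shared shifts like that of MI4KO mouse 3. The simulation therefore does not give the power of the real comparison. The 7 genes of Table S3 were reached by 1 of the 35 splits, the real one, which shows nothing about chance because the paper chose those genes on that split. At least 9 calls in Table S2 came up in 19 of the 35 splits, so the overlap with Table S2, larger than in random draws, was found with other groupings of the mice as well.

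The genes that stood apart in MI4KO mouse 3 recur in the paper's GAS comparison. Of its 53 genes more than 1 log2 unit above all other mice, 11 are in Table S3. Of the remaining 42, 16 are in Table S2, where draws matched on mean expression held 2.82 on average and 0 of 10000 held as many, and 15 of the 16 have a negative fold change there. This was taken as lower in MI4OE than in MI4KO GAS because Irf4 itself is positive in Table S2. The table holds 560 positive and 312 negative genes, while the paper's text gives 312 genes as higher and 560 as lower in MI4OE, the reverse of these signs. Among the 15 are Ddit4, Cebpd, Nr4a3 and Sik1. One reading is that the same response varied between the GAS samples, and that part of the 31-gene overlap may follow that response. The GAS samples were not analysed here, so whether it follows the genotype there or single animals is open. Measuring corticosterone, or the time and manner of death of each animal, would bear on these readings.

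Of lower genes, the unfiltered exact test with common and tagwise dispersion gave 209 with all mice and 145 without flox mouse 1, the mouse with the liver transcripts. Leaving out another flox mouse gave between 242 and 267, and leaving out an MI4KO mouse between 171 and 244.

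Myl1, the gene that carries Cre in these mice, was lower in every MI4KO mouse (2203 to 2846) than in every flox mouse (3151 to 3664), with a log2 fold change of -0.414 (standard error 0.10, adjusted p = 1.0 by limma). Of 10 other fast-fiber genes, none fell as far. Myh4 (standard error 1.418) and Actn3 (standard error 0.779) varied too widely between mice to serve as controls. The log2 fold changes of the 10 genes ran from -0.13 for Myh2 to 0.57 for Myh4. This pattern was set out beforehand and is consistent with the loss of output from the allele that holds the Cre insertion (-0.414). The flox mice do not carry Cre, so an effect of the insertion and one of Irf4 cannot be separated. Flox mouse 1, whose Irf4 value lay inside the MI4KO range, was at 3151 for Myl1. Lancl1, the next tested gene beside Myl1 in the RefSeq order on chromosome 1, was lower in every MI4KO mouse too, with a log2 fold change of -0.38 (standard error 0.09, adjusted p = 1.0 by limma). Of the 20 tested genes nearest Myl1, 1 showed this separation, Lancl1 itself. Since Lancl1 was chosen for its values, an effect of the insertion on its neighbour cannot be told apart from chance, which separates 2.86% of genes.

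Rn45s, the ribosomal RNA precursor, made up 2.09% and 1.96% of all values in MI4KO mice 1 and 2 and between 4.23% and 6.11% in the other 6 mice. Lars2 and Mir6236, both past the paper's limits as lower in MI4KO mice, followed Rn45s over the 8 mice. Pearson's r was 0.952 for Lars2 (permutation p = 0.000347) and 0.938 for Mir6236 (permutation p = 0.000645), Spearman's rho was 0.929 for each (permutation p = 0.00223), and r was 0.934 and 0.826 over the 6 mice left without the 2 farthest from the median of Rn45s, which are MI4KO mice 1 and 2. Both values of r have an adjusted p of 0.000645 over the 2 relations. Rn45s was itself past the paper's limits as lower in MI4KO mice (log2 fold change -0.86, standard error 0.34, adjusted p = 1.0 by limma). Ribosomal RNA left after poly(A) selection would fit the relation (r = 0.952), but it cannot be told apart from an effect of the genotype here. The label numbers of MI4KO mice 1 and 2 share a range with that of flox mouse 1, which was at 4.82%, and either range holds too few mice to repeat the correlation within it.

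Myh6, the atrial myosin gene, was at 1451 in flox mouse 3, at 1089 in MI4KO mouse 3 and at 1045 in MI4KO mouse 4. It was between 13.6 and 16.7 in each of the other mice, so that it followed no group. The high mice all have label numbers of the range shared by flox mice 2 to 4 and MI4KO mice 3 and 4. Flox mice 2 and 4 of that range were low (13.6 and 14.5), as were all mice of the other range. Heart tissue is not favoured, since the other heart markers summed to 19.2 in flox mouse 3, the mouse with the highest Myh6, and to between 16.4 and 28.4 in the others. Myh7, its paralog, was between 11080 and 14580 in all 8 mice, and 21.9% of the 50-base stretches of Myh6 transcripts occur unchanged in Myh7 transcripts. A candidate explanation is that reads shared by both genes (21.9%) were assigned differently between libraries, and the pattern cannot be told apart from it without the reads. No biological explanation was tested.

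Fiber-type genes, which the paper measured by qPCR, averaged 11.5 ± 0.242 (SD, n = 4) on the log2 scale in flox SOL and 11.5 ± 0.115 (SD, n = 4) in MI4KO SOL (exact permutation test, p = 0.971), and none of the 17 genes had an unadjusted p under 0.05. Equal averages do not show equal composition of the samples, since Myh4 ran from 34.51 to 2496 in flox mice and from 55.77 to 2174 in MI4KO mice. Sex-linked genes went with male mice throughout. Ddx3y, on the Y chromosome, was at 49.3 or more in every mouse and Xist at 3.23 or less.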
